# Seed Transmission of Pathogens: Non-Canonical Immune Response in *Arabidopsis* Germinating Seeds Compared to Early Seedlings against the Necrotrophic Fungus *Alternaria brassicicola*

**DOI:** 10.3390/plants11131708

**Published:** 2022-06-28

**Authors:** Mailen Ortega-Cuadros, Tiago Lodi De Souza, Romain Berruyer, Sophie Aligon, Sandra Pelletier, Jean-Pierre Renou, Tatiana Arias, Claire Campion, Thomas Guillemette, Jérome Verdier, Philippe Grappin

**Keywords:** *Arabidopsis*, *Alternaria brassicicola*, seed-borne pathogen transmission, susceptible response

## Abstract

The transmission of seed-borne pathogens by the germinating seed is responsible for major crop diseases. The immune responses of the seed facing biotic invaders are poorly documented so far. The *Arabidopsis thaliana*/*Alternaria brassicicola* patho-system was used to describe at the transcription level the responses of germinating seeds and young seedling stages to infection by the necrotrophic fungus. RNA-seq analyses of healthy versus inoculated seeds at 3 days after sowing (DAS), stage of radicle emergence, and at 6 and 10 DAS, two stages of seedling establishment, identified thousands of differentially expressed genes by *Alternaria* infection. Response to hypoxia, ethylene and indole pathways were found to be induced by *Alternaria* in the germinating seeds. However, surprisingly, the defense responses, namely the salicylic acid (SA) pathway, the response to reactive oxygen species (ROS), the endoplasmic reticulum-associated protein degradation (ERAD) and programmed cell death, were found to be strongly induced only during the latter post-germination stages. We propose that this non-canonical immune response in early germinating seeds compared to early seedling establishment was potentially due to the seed-to-seedling transition phase. Phenotypic analyses of about 14 mutants altered in the main defense pathways illustrated these specific defense responses. The unexpected germination deficiency and insensitivity to *Alternaria* in the glucosinolate deficient mutants allow hypothesis of a trade-off between seed germination, necrosis induction and *Alternaria* transmission to the seedling. The imbalance of the SA and jasmonic acid (JA) pathways to the detriment of the JA also illustrated a non-canonical immune response at the first stages of the seedling.

## 1. Introduction

Because the seed is an important component of plant propagation, it is used as raw material for agriculture [1] and can also be the initial stage for pathogens transmission to the plant allowing pathogen dissemination and spreading [2,3,4]. Seed-borne pathogens can be both detrimental to seed vigor and a major cause of disease outbreaks [4], so controlling seed health quality and seed immune response is critical in the agricultural sector [5].

The mechanisms of plant resistance have been extensively studied for many years [6]. Overall, there is a co-adaptation between the plant immune system that confers the capacity to recognize and respond to a pathogen and the pathogen that in turn develops strategies to manipulate host immunity and cause diseases [6,7]. Two major innate immune systems based on the recognition of non-self components have been developed to overcome attacks, which lead to similar defense responses. One is based on the pattern recognition receptors (PRRs) at the cell surface of the plants. The PRRs confer an exceptional capacity to recognize pathogens through their microbial degradation products such as cell wall fragments or through their elicitors such as fungal chitin or bacterial flagellin, which are called, respectively, damage-associated molecular patterns (DAMPs) and pathogen/microbe-associated molecular patterns (P/MAMPs). This recognition triggers the host defense response, PAMP-triggered immunity (PTI), that is very effective in resistance against non-adapted (non-host) pathogens. The second occurs through host intracellular receptors, namely nucleotide binding (NB) leucine-rich repeat (LRR) receptor (NLR) proteins, which are able to detect pathogen effectors and induce effector-triggered immunity (ETI). The latter system is highly subjected to co-adaptation as the result of receptor and effector diversification. ETI is rather reactive against host-pathogens and often involves a localized cell death, called the hypersensitive response (HR). Immune responses activate physical barriers such as waxy cuticles, callose deposition in cell walls, and antimicrobial secondary metabolites, reactive oxygen species (ROS) burst, along with hormonal pathways (i.e., salicylic acid (SA), jasmonic acid (JA), ET signaling) and antimicrobial secondary metabolites [6,8,9,10]. Previously challenged plants could develop a long-lasting systemic acquired resistance (SAR) [11,12], which propagates a signal for resistance against a broad spectrum of pathogens in non-inoculated tissues of the infected plant [13]. SAR is known to be induced by SA and pipecolic (Pip) pathways through a long-distance signal [14]. The plant pathogen induces SAR through tissue necrosis either as a part of HR or as a symptom of a disease. In some cases, the pathogen virulence evolves and overcomes the plant defenses leading to disease symptoms and pathogen spread into the host [15]. This is the case when the pathogen effector proteins are able to suppress the MAMP-activated defenses so that the pathogen establishes effector-triggered susceptibility (ETS) by suppressing PTI [16]. ETS is illustrated by the inhibition of various defense pathways including those induced by SA, JA or by stabilization of ubiquitin ligases dependent protein degradation that prevent HR. Plant response against pathogen attack differs according to the lifestyle of the pathogen. Biotrophic pathogens generally induce the accumulation of ROS and an induction of SA signaling pathway activating the MAP kinase cascade to produce HR and SAR [8,9,17]. Necrotrophic pathogens, rather induce, ET and JA signaling pathways and accumulation of secondary metabolites, notably indole compounds derived camalexin and glucosinolates [8,9,18,19].

Many diseases are caused by seed transmission of pathogens, and seed immune responses have been poorly documented [20]. However, some studies reported that pathogen colonization to the seed could occur as if the pathogen became asymptomatic and would interact with the seed in a non-host relationship [21,22,23]. With regard to the importance of the seed germination into the reproductive success and the fitness of the species, it is hypothesized that the immune response of the seed could result from specific adaptive mechanisms, which differ from the defense strategies usually described in the leaf tissue. Among the seed-borne pathogens, the necrotrophic fungus *Alternaria brassicicola* (*A. brassicicola*), known as causal agent of *Alternaria* black spot disease in *Brassica* crop species [24,25,26], has been used to develop a patho-system with the *Arabidopsis* plant. This model patho-system opens perspectives to study the mechanism of pathogen seed transmission [24]. Previous molecular genetic approaches using rosette leaves allowed fine description of *Arabidopsis* defense mechanisms against *A. brassicicola* infection. Moreover, the insensitivity to fungal infection of the transgenic plants showing a reduced content in SA (*Nahg*) or a reduction of SA signaling (*sid2*) indicated that SA did not significantly contribute to resistance in leaf [27,28]. Meanwhile, transcriptomic approaches using the JA insensitive and the camalexin deficient mutants *coi1* and *pad3.1*, respectively, revealed the importance of JA signaling in the response to *A. brassicicola* [9,27,29]. During the plant-pathogen interaction, JA and ET signaling pathways synergistically induced activation of several defense genes, such as the plant defensin PDF1.2 [9,29]. Van Wees et al. [27] also underlined that camalexin could act as a direct antifungal toxin rather than a signaling compound in the defense response, although, extended studies using the camalexin defective mutants *pad1-5* and *pad4* indicated that camalexin was also able to activate some defense genes in response to *A. brassicicola* [27,30,31]. More broadly, the tryptophan-derived pathway including indole glucosinolates and their derived metabolites have also been related to defense mechanisms against necrotrophic fungal pathogen [9,31,32,33]. Their breakdown products, such as isothiocyanate, induce oxidative stress and are known to combat pathogen infection. However, necrotrophic fungi appear to take advantage of this oxidative stress, inducing cell death to successfully infect the host plant [9,33,34]. ROS generated by *Arabidopsis* peroxidases PRX33 and PRX34 increase the development of necrosis in plant tissues and contribute to fungal colonization success [35]. During plant-pathogen interaction, the virulence of the necrotrophic pathogen acts through different mechanisms [36] that modulate gene regulation. In this way, it is able to repress genes related to growth and development [18,19,37] and to hijack defense responses to their advantage [9,28,38,39]. The main question about what is happening in the germinating seed remains to be documented.

In this study, we used the *Arabidopsis/A. brassicicola* patho-system to describe at the RNA level the response of germinating seeds and seedlings to *A. brassicicola* infection. Healthy and infected seeds were compared at 3 days after sowing (DAS), corresponding to the pre-germinative stage, and 6 and 10 DAS, corresponding to post-germinating stages of seedling establishment and autotrophy set up. A set of 14 mutants, chosen for their deficiency in the identified *A. brassicicola*-responsive pathways based on the transcriptomic study, were characterized at early seedling stage for their germination behavior and their susceptibility to *A. brassicicola*. This work illustrates that the *Arabidopsis* germinating seed interacts with the necrotrophic pathogen by an unusual immune strategy, which differs from those characterized in the post-germinative stages of the plant’s life cycle.

## 2. Results

**Investigating *Arabidopsis* seed response in the interaction with the necrotrophic fungal *A. brassicicola*.** We sowed inoculated seeds at different reproducible inoculation concentrations to select the maximum rate of infected seeds, meanwhile maintaining the germinative quality of the seed lots. A range of inoculum concentrations between 10^2^ and 10^5^ conidia/mL was tested. The inoculum of 10^4^ conidia/mL exhibited maximal rate of seed infection without major impact on seed germination. Therefore, we selected this inoculum concentration for the following transcriptomic analysis [40]. The same inoculum concentration of 10^4^ conidia /mL was used in mutant analyses to characterize susceptibility phenotypes following fungal colonization.

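Total RNA of Col-0 seeds, either healthy or inoculated with *A. brassicicola* strain Abra43 at 10000 conidia per mL, was sequenced as paired ends at 3, 6 and 10 DAS. Each of the 6 groups had 3 replicates, which makes 18 libraries. The authors mapped the reads on the Araport11 transcriptome with SALMON and deposited estimated counts for 48268 Arabidopsis transcripts, without normalization. They also deposited estimated counts for 12370 predicted transcripts of the fungus, and the paper's text does not describe how these were made. The healthy libraries held 24.9 to 25.1 M counts on Arabidopsis transcripts at 3 DAS (median 25.0 M), 23.4 to 24.2 M at 6 DAS (median 24.1 M) and 24.8 to 24.9 M at 10 DAS (median 24.8 M). The infected libraries held 11.2 to 20.8 M at 3 DAS (median 18.2 M), 8.69 to 10.3 M at 6 DAS (median 9.75 M) and 21.1 to 29.3 M at 10 DAS (median 24.7 M), next to 14.3 to 29.0 M counts on fungal transcripts. The paper's methods name 40 M per library, and the values use the deposited counts. Transcripts were summed to 27587 genes and rounded to whole counts. All 18 libraries entered a single fit with 6 groups and 12 residual degrees of freedom, made with edgeR's quasi-likelihood test on counts normalized by its TMM method. The fit covered the 21250 genes that passed edgeR's filter on low counts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, with no minimum fold change. Positive log2 fold changes stand for higher expression in the infected than in the healthy libraries of the same stage. The standard errors are those implied by the test, the size of the log2 fold change divided by the square root of its F statistic. Choices that could change the numbers are the tool, the size factors, the filter and the pooling of the stages in a single fit. The first principal component of the log2 CPM values held 51.1% of the variance and the second 19.1%.

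**Figure D1:**
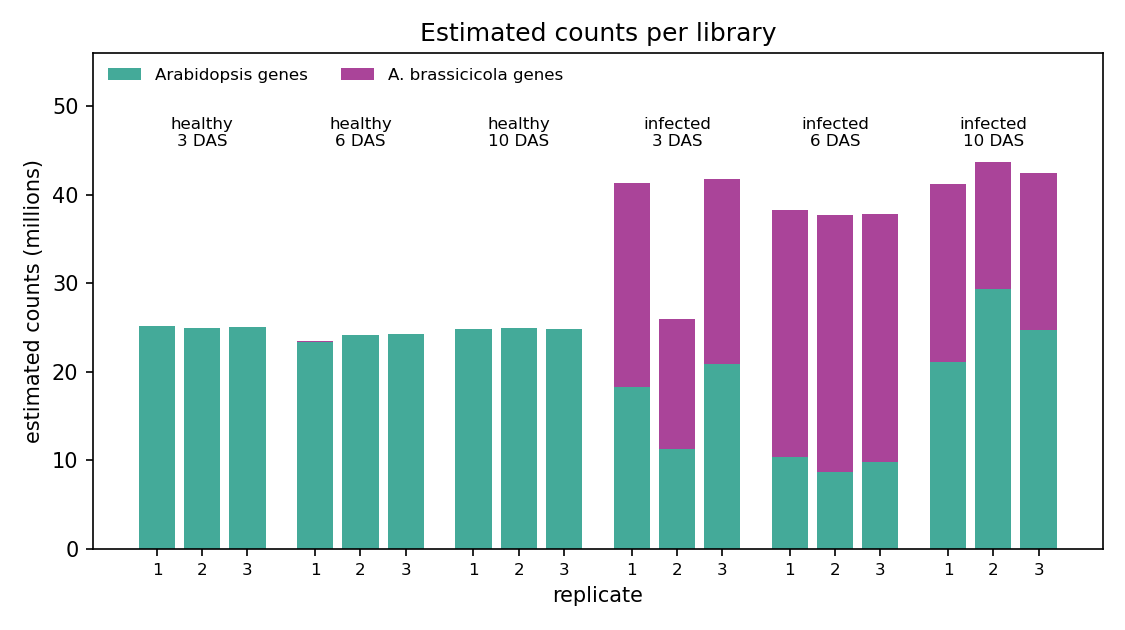
Counts per library in M, on Arabidopsis transcripts and on fungal transcripts, for each of the 18 libraries by stage and treatment. The 3 infected libraries at 6 DAS hold 8.69 to 10.3 M Arabidopsis counts, fewer than any healthy library.

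**Figure D2:**
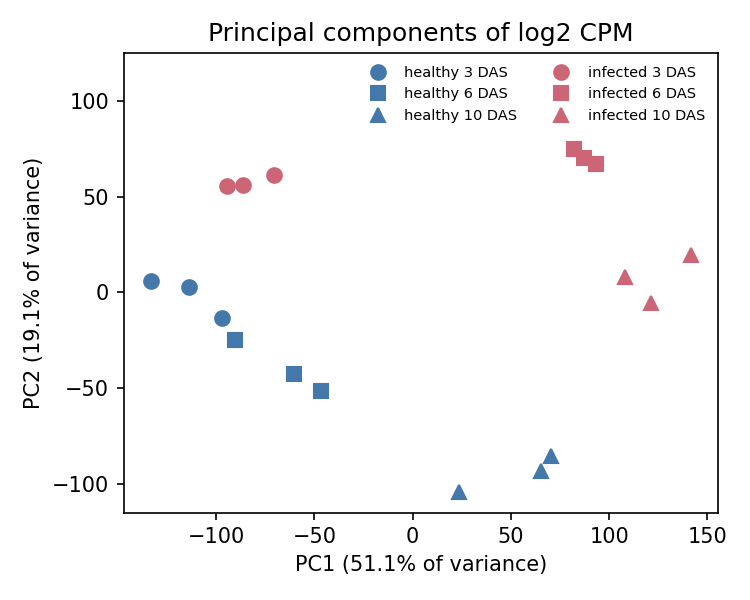
First and second principal component of the log2 CPM values of the 18 libraries, with 51.1% and 19.1% of the variance. Healthy libraries are blue and infected libraries red, and the shape of a point gives the stage.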

**Germinating seeds (3 DAS) responded differently to *A. brassicicola* than 6- and 10-day old seedlings.** Using RNA-seq data, according to the designed experimental plan described by Ortega et al. [40], differentially expressed genes (DEGs) between the transcriptomes of healthy and *A. brassicicola* infected seeds were compared at 3 days, 6 days and 10 days after sowing (DAS), which corresponds, respectively, to germinating seeds, seedling emergency and establishment stages.

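AT1G26240 had the largest fitted rise at 3 DAS among the called genes whose infected and healthy libraries did not overlap. This gene (chromosome 1, 9077874 to 9079646 of TAIR10.1) had 3901 counts over the 3 infected libraries (78.6 ± 38.6 CPM, SD, n = 3) and 0 over the healthy libraries. Against a floor of 3 counts over the healthy group, which covers counting error only, it was at least 1950-fold higher (edgeR adjusted p = 3.64e-05). At 6 DAS the same rule gave NATA1 (AT2G39030, chromosome 2, 16298110 to 16299205), with 286 ± 78.9 CPM (SD, n = 3) in infected libraries and 0 counts in healthy libraries, at least 6450-fold higher (edgeR adjusted p = 3.88e-07). At 10 DAS it gave FRO5 (AT5G23990, chromosome 5, 8105461 to 8108642), with 96.6 ± 39.9 CPM (SD, n = 3) against 0 counts, at least 2490-fold higher (edgeR adjusted p = 7.36e-06). FRO5 shares 12.3% of its 31-base words with other genes. DIN11 (AT3G49620) had 0 counts in every healthy library and was at least 394-fold higher at 3 DAS, 1770-fold at 6 DAS and 409-fold at 10 DAS. Its edgeR adjusted p was 0.000982, 2.68e-05 and 0.000162. Among the falls at 3 DAS, NAS1 (AT5G04950) had a log2 fold change of -5.88 (standard error 0.883, edgeR adjusted p = 0.000888), from 7.03 ± 4.53 to 0.140 ± 0.162 CPM (SD, n = 3). NRT2.4 (AT5G60770) went from 426 counts over the healthy libraries at 6 DAS to 0 over the infected libraries, at least 57.2-fold lower (edgeR adjusted p = 7.75e-06). At 10 DAS, AT3G25790 had 24 counts over the healthy libraries and 0 over the infected libraries, at least 7.78-fold lower (edgeR adjusted p = 0.0403). It was not called, with the edgeR adjusted p in brackets, without healthy 10 DAS replicate 1 (0.143), infected 10 DAS replicate 3 (0.0918), infected 10 DAS replicate 2 (0.0885), infected 10 DAS replicate 1 (0.0734) and healthy 6 DAS replicate 2 (0.0519).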

Transcriptomic changes induced by the biotic interaction are indicated as Log2-ratio for gene expression of *A. brassicicola*-infected versus healthy plant in Supplementary Table S1. A cut-off of adjusted *p*-value (p-adj) < 0.05 highlighted 3409, 7506 and 8589 DEGs, respectively, at 3, 6 and 10 DAS (Figure 1A,B). 

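Of the 21250 genes tested, 2181 were called at 3 DAS (1029 up and 1152 down), 9417 at 6 DAS (4212 up and 5205 down) and 7499 at 10 DAS (4022 up and 3477 down), which is 10.3%, 44.3% and 35.3% of the genes. The median size of the log2 fold change of the called genes was 1.06, 1.02 and 0.94. At an unadjusted p under 0.05 the counts were 5554, 11037 and 9458. The 3 infected and 3 healthy values did not overlap for 34.7%, 50.0% and 53.6% of the genes at 3, 6 and 10 DAS, where chance gives 10%. With a minimum absolute log2 fold change of 1, which the methods name, 1142, 4782 and 3463 genes were called. The 3 DAS count moved most, to 864 without infected 3 DAS replicate 2, and it fell by over 1.5 times also without infected 3 DAS replicate 1 (1040), healthy 3 DAS replicate 2 (1226) or healthy 3 DAS replicate 3 (1306). Without infected 10 DAS replicate 3 the 10 DAS count of down-regulated genes was 2225. At 6 DAS the TMM factors placed the median gene at -0.14 on the log2 scale, where RLE size factors placed it at -0.05 and DESeq2 at 0.00. Of the genes called at 6 DAS, 44.7% were up with TMM, 52.4% with RLE and 52.4% with DESeq2.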

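The calls at the 3 stages shared 501 genes up at every stage and 216 genes down at every stage. Called up at a single stage were 361 genes at 3 DAS, 1501 at 6 DAS and 1420 at 10 DAS. Called down at a single stage were 635, 2717 and 1132 genes. The number of genes up at every stage was 308 without infected 3 DAS replicate 2. The number down at every stage was 87 without infected 3 DAS replicate 1, 92 without infected 3 DAS replicate 2 and 107 without healthy 3 DAS replicate 2. Between 3 and 6 DAS, 80 genes went from up to down and 161 from down to up, and between 3 and 10 DAS these numbers were 71 and 183.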

Venn diagram comparisons of DEGs at 3, 6 and 10 DAS (Figure 1A,B) exhibited 273 and 630 genes, respectively, induced and repressed by *A. brassicicola* commonly at the three developmental stages. 

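Among the up-regulated genes, 84.8% of those called at 6 DAS and 86.8% of those called at 10 DAS were not called up at 3 DAS. The 3 DAS calls shared 639 genes with the 6 DAS calls and 530 with the 10 DAS calls. Seen from the smaller 3 DAS list, 37.9% of its genes were not called up at 6 DAS and 48.5% were not called up at 10 DAS. These percentages have no test, since a gene called at a single stage is not shown to differ between stages.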

For up-regulated genes (Figure 1A), 81% and 84% of the identified DEGs in 6 and 10-day old seedlings differed from those identified at the germinating stage (3 DAS). For the two seedling stages (6 and 10 DAS), only 34% of the 6 DAS DEGs differed from those identified at 10 DAS. 

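Up-regulated genes common to 6 and 10 DAS numbered 2573, so that 38.9% of the genes up at 6 DAS were not called up at 10 DAS. Between these stages, 42 genes went from up to down and 171 from down to up.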

Regarding down-regulated genes (Figure 1B), 82% and 88% of the identified DEGs in 6 DAS and 10 DAS seedlings, respectively, differed from those from the germinating stage. 

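Of the down-regulated genes, 91.6% of those called at 6 DAS and 91.5% of those called at 10 DAS were not called down at 3 DAS. The 3 DAS list shared 438 genes with the 6 DAS list and 295 with the 10 DAS list. From the side of the 3 DAS list, 62.0% of its genes were not called down at 6 DAS and 74.4% were not called down at 10 DAS.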

When the two seedling stages were compared, only 48% of 6 DAS identified DEGs differed from those identified at 6 and 10 DAS. 

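The 6 and 10 DAS lists shared 2266 down-regulated genes, which leaves 56.5% of the genes down at 6 DAS without this call at 10 DAS.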

The higher rate of specific DEGs at the stage of germinating seeds strongly suggested that, upon germination, a large part of the *A. brassicicola*-related seed response can be distinguished from those identified at later seedling stages.

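The difference between stages was tested directly, as the infection effect at a stage minus that at another. Between 6 and 3 DAS the effect differed for 6212 genes (3035 higher and 3177 lower at 6 DAS), between 10 and 3 DAS for 5011 (2757 higher and 2254 lower at 10 DAS) and between 10 and 6 DAS for 1929 (1146 higher and 783 lower at 10 DAS). The share of these genes that is higher depends on the scaling, at 48.9, 58.4 and 57.8% with TMM, RLE and DESeq2 for 6 and 3 DAS, 55.0, 61.0 and 59.7% for 10 and 3 DAS and 59.4, 53.9 and 53.0% for 10 and 6 DAS. Of the 8099 genes called at 6 DAS and not at 3 DAS, 4644 (57.3%) differed between the stages by this test. Of the 6420 genes called at 10 DAS and not at 3 DAS, 3468 (54.0%) did. The count for 10 and 3 DAS was 3182 without infected 10 DAS replicate 3. The count for 10 and 6 DAS was 895 without healthy 10 DAS replicate 2, 983 without healthy 10 DAS replicate 3, 1108 without infected 6 DAS replicate 3 and 1278 without healthy 6 DAS replicate 2. Across genes, which are not independent replicates, the log2 fold changes at 3 and 6 DAS correlated with Pearson's r of 0.486 (Spearman's rho 0.180), those at 3 and 10 DAS with 0.298 (rho 0.0935) and those at 6 and 10 DAS with 0.666 (rho 0.599). The stages share no library. Without a filter on low counts, Pearson's r was 0.269, 0.163 and 0.535. From the share of DEGs specific to a stage, the paper proposes that a large part of the response of germinating seeds is distinct from that of seedlings.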

**GO comparison of DEGs between healthy and *A. brassicicola* infected seeds at 3, 6 and 10 DAS**. To understand the response to *A. brassicicola* on plant gene expression in germinating seeds and at early post-germinating stages of the seedling, we performed Gene Ontology (GO) enrichment analysis. The other enrichment parameters such as gene ratio, enrichment factor and the total number of genes belonging to the respective GO class are indicated in Supplementary Table S2. The higher enrichments of assigned biological processes found based on the identified DEGs at 3, 6 and 10 DAS were illustrated for up and down-regulated genes (Figure 2A,B).

As shown in Figure 2A, among up-regulated genes in germinating seeds (3 DAS), those involved in response to hypoxia (fold enrichment index of 7.08), ethylene (2.69), metabolism of indole-secondary compounds (5.42), to chitin (4.28), to wounding (2.54) and to bacterium (2.72) were significantly enriched. 

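A list of 28 low-oxygen genes, written before the data were examined, had a median log2 fold change of 1.67 at 3 DAS (19 up and 0 down, or 25 and 1 over the list alone), with 27 of 28 above 0. Set against all other genes by camera with a preset correlation of 0.01, the list was up (adjusted p over 108 pairs of list and comparison = 5.12e-17). With fry the adjusted p was 0.000431, and with camera at an estimated correlation 0.0557. LBD41 (AT3G02550) rose from 41.8 ± 12.6 to 201 ± 18.7 CPM (SD, n = 3), a log2 fold change of 2.27 (standard error 0.448, edgeR adjusted p = 0.00579). ADH1 (AT1G77120), which an antisense gene overlaps, rose from 79.7 ± 30.2 to 248 ± 33.4 CPM (SD, n = 3), a log2 fold change of 1.64 (standard error 0.373, edgeR adjusted p = 0.0133). ADH1 was not called, with the edgeR adjusted p in brackets, without healthy 3 DAS replicate 2 (0.0563) and infected 3 DAS replicate 2 (0.0509). HRE2 (AT2G47520) had a log2 fold change of 1.88 (standard error 0.471, edgeR adjusted p = 0.0199). HRE2 was not called, with the edgeR adjusted p in brackets, without infected 3 DAS replicate 2 (0.105), healthy 3 DAS replicate 1 (0.0535) and infected 3 DAS replicate 1 (0.0523). Some genes of the 18 lists written beforehand had been seen in the paper's tables, which rest on these libraries. These lists are therefore not fully independent of the paper's results. Over the 18 lists, camera called 5 at 3 DAS, of which 4 held with fry and 2 with an estimated correlation. At 6 DAS it called 13, of which 13 and 3 held, and at 10 DAS 15, of which 15 and 4 held. Other splits of the 6 libraries of a stage into 3 and 3 called up to 9 lists at 3 DAS, 14 at 6 DAS and 13 at 10 DAS. Of the genes that Supplementary Table S2 lists at 3 DAS, chosen by the authors on these libraries and so not independent, the fit called up 20 of 25 for indole compounds (median log2 fold change 1.65), 21 of 28 for ethylene (1.58), 25 of 36 for wounding (1.59) and 6 of 8 for chitin (1.80).

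**Figure D3:**
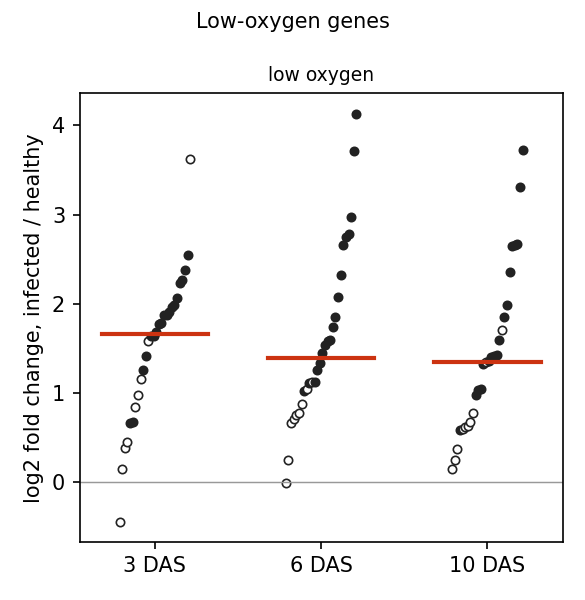
Log2 fold change, infected against healthy, of the 28 low-oxygen genes at 3, 6 and 10 DAS. Filled points have an adjusted p under 0.05, open points do not, and the red line is the median of the list, 1.67 at 3 DAS.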

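In seedlings, the low-oxygen list had a median log2 fold change of 1.4 at 6 DAS (19 up and 0 down, or 21 and 0 over the list alone, with a camera adjusted p of 4.51e-09) and of 1.35 at 10 DAS (18 up and 0 down, or 19 and 0 over the list alone, with a camera adjusted p of 4.97e-07). Its 10 DAS median was 1.34 with the 1 gene at 0 in a group set to its bound. The list's infection effect did not differ detectably between 6 and 3 DAS (camera adjusted p = 0.245) or between 10 and 3 DAS (camera adjusted p = 0.898). ADH1 had a log2 fold change of 2.32 (standard error 0.386, edgeR adjusted p = 0.000224) at 6 DAS and 1.60 (standard error 0.384, edgeR adjusted p = 0.0047) at 10 DAS. For HRE2 these were 4.13 (standard error 0.563, edgeR adjusted p = 2.99e-05) and 3.31 (standard error 0.728, edgeR adjusted p = 0.00229). LBD41 was not called at 6 DAS (log2 fold change 1.04, edgeR adjusted p = 0.0637). It was called, with the adjusted p in brackets, with DESeq2 (0.0169), with RLE size factors (0.046), with a replicate block within stage (0.04), without healthy 6 DAS replicate 3 (0.0253), without infected 10 DAS replicate 1 (0.0347), without infected 10 DAS replicate 2 (0.0241) and with DESeq2 and each stage fitted alone (0.0128). At 10 DAS its groups overlapped (log2 fold change 1.36, edgeR adjusted p = 0.0256). At 10 DAS it was not called, with the edgeR adjusted p in brackets, without infected 10 DAS replicate 1 (0.165), healthy 10 DAS replicate 1 (0.075), healthy 10 DAS replicate 2 (0.0748), infected 10 DAS replicate 3 (0.0549) and healthy 10 DAS replicate 3 (0.0511).

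The list of 11 indole glucosinolate genes had a median log2 fold change of 1.5, 3.73 and 1.55 at 3, 6 and 10 DAS, with 6, 10 and 8 genes called up (9, 10 and 8 over the list alone) and 0, 1 and 0 down. Its camera adjusted p was 9.58e-17, 4.43e-24 and 2.04e-10. The transcription factor MYB51 (AT1G18570) rose by 2.50 (standard error 0.294), 3.73 (0.308) and 1.55 (0.282), with an edgeR adjusted p of 8.46e-05, 2.86e-07 and 0.000587. CYP79B2 (AT4G39950) rose by 1.65 (standard error 0.262), 5.19 (0.305) and 4.19 (0.291), with an edgeR adjusted p of 0.00106, 1.25e-08 and 2.26e-07. IGMT1 (AT1G21100), which shares 23.8% of its 31-base words with other genes, rose by 5.15 (standard error 0.279, edgeR adjusted p = 2.43e-08) at 3 DAS and 5.27 (standard error 0.269, edgeR adjusted p = 3.8e-09) at 6 DAS. At 10 DAS its groups overlapped, with a log2 fold change of 0.28 (standard error 0.219, edgeR adjusted p = 0.345).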

In post-germinating stages at 6 and 10 DAS, response to hypoxia exhibited a fold enrichment index that decreased to 4.29 and 3.07, respectively, and the metabolism of indole secondary compounds decreased to 3.70 index enrichment at 6 DAS and was below the significant threshold index at 10 DAS. In the same way, the GO enrichment corresponding to the response to bacteria was maintained at 6 days (index of 2.91) and decreased below the threshold at 10 days. Both 6 and 10-day old seedlings showed similar enrichments, which differed from germinating seeds by an overrepresentation of up-regulated genes involved in response to fungus (enrichment indexes of 3.10 and 2.73, respectively), cell death (enrichment indexes of 2.69 and 2.38, respectively), small molecule catabolism process (enrichment index of 2.27 and 2.11, respectively), response to wounding (enrichment index of 3.09 and 2.82, respectively) and endoplasmic reticulum-associated degradation pathway (ERAD) (enrichment index of 3.20 and 2.42, respectively). 

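The list of 8 cell death genes had a median log2 fold change of 2.3 at 6 DAS (5 up and 0 down, or 6 and 0 over the list alone, with a camera adjusted p of 5.85e-05) and 2.07 at 10 DAS (6 up and 0 down, or 6 and 0 over the list alone, with a camera adjusted p of 0.000221). At 3 DAS the median was 0.15 (1 up and 1 down, or 1 and 1 over the list alone, with a camera adjusted p of 0.705), and -0.05 without healthy 3 DAS replicate 1. The infection effect on the list differed between 6 and 3 DAS (camera adjusted p = 6.79e-05) and between 10 and 3 DAS (camera adjusted p = 0.00169). With an estimated correlation neither difference was called (camera adjusted p = 0.11 and 0.177), and fry gave 0.00046 and 0.00237. The list was not divided into genes that promote and genes that restrain cell death, so its rise does not measure cell death itself. BAP2 (AT2G45760) had a log2 fold change of 7.27 (standard error 0.660, edgeR adjusted p = 5.92e-07) at 6 DAS and 4.87 (standard error 0.542, edgeR adjusted p = 1.07e-05) at 10 DAS. At 3 DAS its log2 fold change was 2.37 (standard error 0.632, edgeR adjusted p = 0.0264). At 3 DAS it was not called, with the edgeR adjusted p in brackets, without healthy 3 DAS replicate 2 (0.0864), healthy 3 DAS replicate 1 (0.0836), infected 3 DAS replicate 2 (0.0814), infected 3 DAS replicate 1 (0.0588) and infected 3 DAS replicate 3 (0.0527). MC8 (AT1G16420) had a log2 fold change of 3.19 (standard error 0.568, edgeR adjusted p = 0.00031) at 6 DAS and 4.08 (standard error 0.621, edgeR adjusted p = 0.000135) at 10 DAS.

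The list of 8 ERAD genes had a median of 0.67 at 6 DAS (6 up and 0 down, or 6 and 0 over the list alone, with a camera adjusted p of 0.00914) and 0.52 at 10 DAS (5 up and 0 down, or 5 and 0 over the list alone, with a camera adjusted p of 0.0425), against 0.05 at 3 DAS (0 up and 0 down, or 0 and 0 over the list alone, with a camera adjusted p of 0.901). The 3 DAS median was -0.07 without infected 3 DAS replicate 2 and below 0 without healthy 3 DAS replicate 3 (-0.00428). At 10 DAS the camera adjusted p was 0.132 without infected 10 DAS replicate 3, 0.0843 without infected 10 DAS replicate 2, 0.0596 without healthy 10 DAS replicate 1 and 0.0561 without healthy 10 DAS replicate 2. Of the 34 genes that Supplementary Table S2 lists for ERAD at 6 DAS, 32 were called up at 6 DAS, 21 at 10 DAS (13 without infected 10 DAS replicate 3) and 0 at 3 DAS. Of the 36 wounding genes listed at 3 DAS, 30 were called up at 6 DAS and 28 at 10 DAS.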

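The list of 13 jasmonate response genes was higher in infected seedlings at both stages, with a median log2 fold change of 1.49 at 6 DAS (8 up and 0 down, or 8 and 0 over the list alone, with a camera adjusted p of 5.74e-07) and 1.23 at 10 DAS (8 up and 0 down, or 8 and 0 over the list alone, with a camera adjusted p of 2.9e-07). The infection effect on this list did not differ detectably between 10 and 6 DAS (camera adjusted p = 0.326). Within it, JAZ1 (AT1G19180) rose from 57.9 ± 0.931 to 619 ± 191 CPM (SD, n = 3) at 6 DAS, a log2 fold change of 3.42 (standard error 0.249, edgeR adjusted p = 7.21e-08). At 10 DAS its log2 fold change was 2.76 (standard error 0.242, edgeR adjusted p = 1.58e-06). Of the 8 genes of combined ethylene and jasmonate defense, 6 were tested, with a fitted median of 4.57 at 6 DAS (5 up and 0 down, or 6 and 0 over the list alone, with a camera adjusted p of 1.19e-05) and 3.53 at 10 DAS (6 up and 0 down, or 6 and 0 over the list alone, with a camera adjusted p of 1.99e-06). With the 2 genes at 0 in a group set to their bound, the 6 DAS median was 3.60.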

Regarding the response to jasmonate and Golgi vesicle transport, respective enrichment indexes of 2.69 and 2.13 were found only in the 10-day-old seedlings. 

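At 3 DAS the 13 tested genes of the jasmonate synthesis list had a median log2 fold change of -0.17 (1 up and 2 down, or 1 and 4 over the list alone, with a camera adjusted p of 0.29). LOX4 (AT1G72520) was the gene called up, with 10.6 ± 2.39 CPM in infected and 1.80 ± 0.837 CPM in healthy seeds (SD, n = 3), a log2 fold change of 2.54 (standard error 0.560, edgeR adjusted p = 0.0112). Without healthy 3 DAS replicate 2 LOX4 had an edgeR adjusted p of 0.0526. LOX2 (AT3G45140) was lower in infected seeds, from 17.9 ± 17.2 to 2.02 ± 0.889 CPM (SD, n = 3), a log2 fold change of -3.09 (standard error 0.617, edgeR adjusted p = 0.00612). The jasmonate response list had a median of 0.27 at 3 DAS (4 up and 0 down, or 4 and 1 over the list alone, with a camera adjusted p of 0.0993). JAZ1 was among the genes called up, with a log2 fold change of 0.74 (standard error 0.229, edgeR adjusted p = 0.0487). JAZ1 was not called, with the edgeR adjusted p in brackets, without healthy 3 DAS replicate 2 (0.168), infected 3 DAS replicate 2 (0.118), healthy 3 DAS replicate 1 (0.11), infected 3 DAS replicate 1 (0.108), infected 3 DAS replicate 3 (0.0944) and healthy 6 DAS replicate 2 (0.0629). Nor was this gene called without healthy 10 DAS replicate 3 (0.0625), infected 6 DAS replicate 3 (0.056), healthy 6 DAS replicate 3 (0.0548), healthy 6 DAS replicate 1 (0.0519) and infected 10 DAS replicate 2 (0.0518). The ethylene and jasmonate defense genes had a fitted median of 0.41 at 3 DAS, or 0.91 with the 2 genes at 0 at their bound (0 up and 0 down, or 1 and 0 over the list alone, with a camera adjusted p of 0.358). The fitted median was 0.00 without healthy 3 DAS replicate 1.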

Interestingly, at the earliest stage corresponding to germinating seeds (3 DAS), the jasmonic acid (JA) pathway and regulation of the immune system GO terms were not over-represented in the gene set differentially induced by *A. brassicicola*.

Although these GO terms were described as the main response in the interactions with necrotrophic fungi [41], they displayed an over-representation only from 10-day old seedlings. This result allowed us to hypothesize that the interaction of the seeds with *A. brassicicola* during early germination differed from the canonical models described for the later developmental stages of the plant.

**Figure 2:**
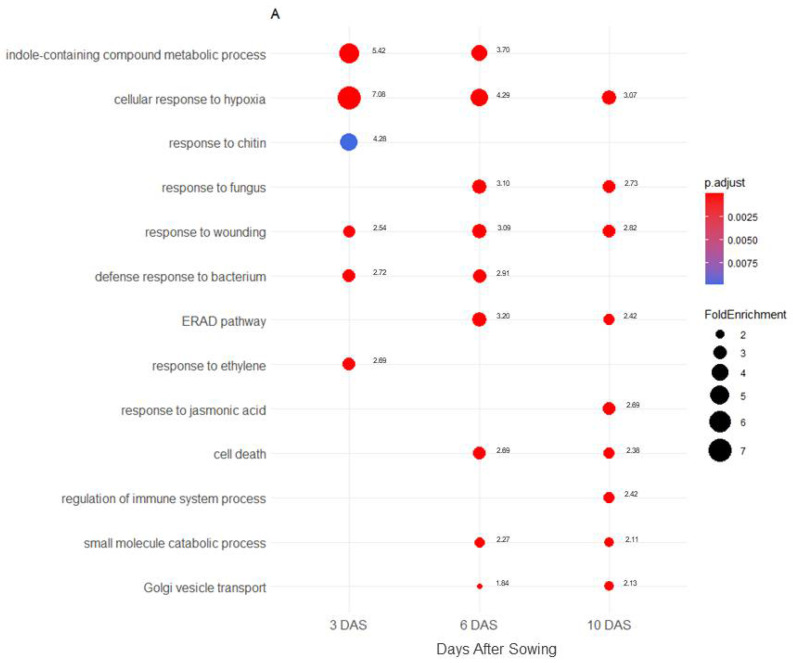

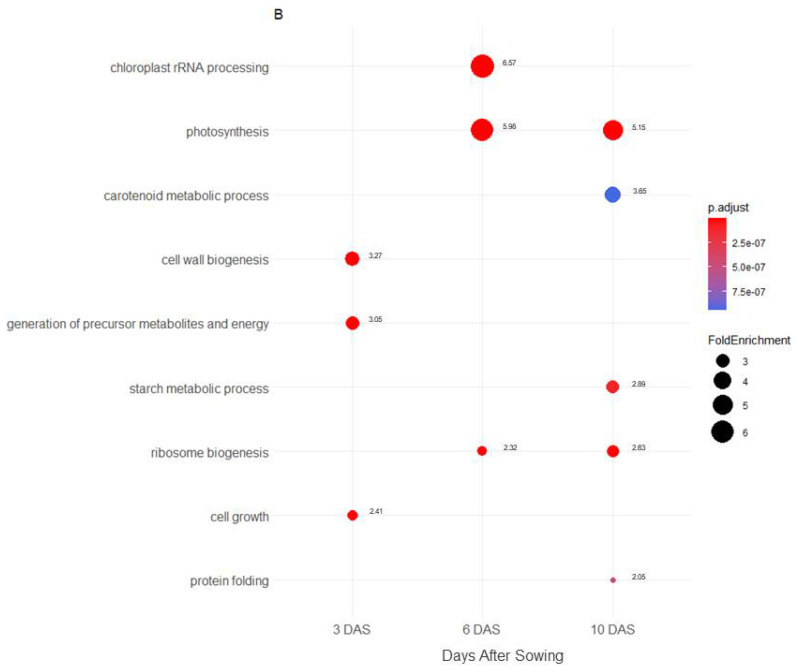
GO terms enrichment of DEGs induced by *A. brassicicola* in germinating seed and seedling. Analysis of enriched GO terms for biological processes of DEGs from the comparison of healthy and *A. brassicicola* infected conditions at 3, 6 and 10 DAS. (**A**) Top 13 functional enriched GO terms from upregulated genes; (**B**) Top 9 functional enriched GO terms from downregulated genes. Dot size represents fold enrichment indicating the ratio of input annotated genes frequency over the frequency of all annotated genes in that term. Color scale corresponds to adjusted *p*-values, obtained using the ClusterProfiler algorithm with a hypergeometric test and a Benjamini-Hochberg test [42]. Red color means higher significant enrichment than blue color.

Regarding down-regulated genes by *A. brassicicola* (Figure 2B), GO enrichment analysis revealed that growing and energy metabolism were repressed by the necrotrophic interaction. Similar to the up-regulated genes, the repressed pathways identified in the germinating seed (3 DAS) clearly differed from those at the later seedling stages (6 and 10 DAS). Infected germinating seeds were characterized by down-regulation of generation of precursor metabolites and energy metabolism (enrichment index of 3.05) and cell wall biogenesis (index of 3.27), that included gene function involved in cell elongation and growth processes but also in abscisic acid (ABA) and JA metabolisms. 

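Supplementary Table S2 lists 17 genes of chloroplast rRNA processing, chosen by the authors at 6 DAS on these libraries. The fit called 17 of them down at 6 DAS, with a median log2 fold change of -0.86. At 10 DAS 15 were down (median -0.64), and 8 without infected 10 DAS replicate 3. At 3 DAS 0 were called down (median -0.05), and 1 without infected 3 DAS replicate 3. With a minimum absolute log2 fold change of 1, 4 were called down at 6 DAS.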

At 6 DAS, repressed genes were related to chloroplast RNA processing GO term (enrichment index of 6.57). In 6- and 10-day old seedlings, down-regulation targeted photosynthesis activity (respective enrichment indexes of 5.98 and 5.15), and ribosome biogenesis (respective enrichment indexes of 2.32 and 2.63). 

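The list of 24 photosynthesis genes had a median log2 fold change of -1.68 at 6 DAS, with 24 genes called down (24 over the list alone), a range from -3.06 to -1.19 and a camera adjusted p of 9.21e-17. Its 10 DAS median was -1.24, with 21 called down (22 over the list alone), a range from -2.65 to -0.30 and a camera adjusted p of 1.49e-13. With an estimated correlation the camera adjusted p was 0.126 and 0.162. PSBO1 (AT5G66570) fell from 4870 ± 145 to 1830 ± 243 CPM (SD, n = 3) at 6 DAS, a log2 fold change of -1.41 (standard error 0.205, edgeR adjusted p = 5.21e-05). At 10 DAS it fell from 3982 ± 579 to 1475 ± 353 CPM (SD, n = 3), a log2 fold change of -1.43 (standard error 0.205, edgeR adjusted p = 8.46e-05). Ribosome biogenesis was not analysed here.

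**Figure D4:**
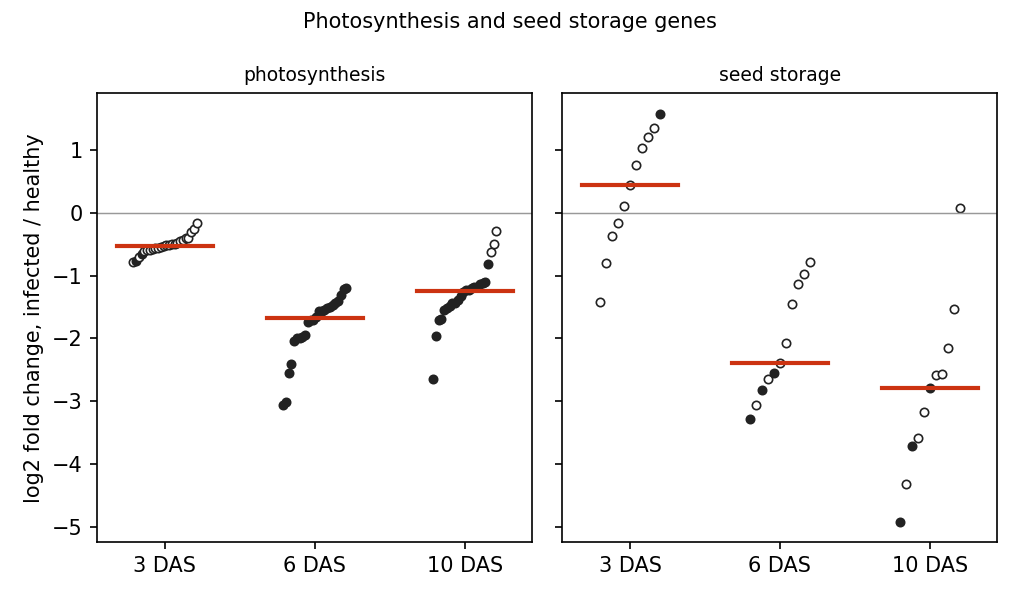
Log2 fold change, infected against healthy, of the photosynthesis and seed storage genes at 3, 6 and 10 DAS. Filled points have an adjusted p under 0.05, open points do not, and the red line is the median of each list, -1.68 for photosynthesis and -2.39 for seed storage at 6 DAS.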

Enrichment for *Alternaria*-related down-regulated genes belonging to carotenoid metabolism, starch metabolism, and protein folding GO terms were specifically represented (respective enrichment indexes of 3.65, 2.89 and 2.05) in the 10-day old seedlings. 

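Of the genes that Supplementary Table S2 lists as repressed at 10 DAS, the fit called down 20 of 20 for carotenoid metabolism (median log2 fold change -0.90) and 32 of 33 for starch metabolism (median -0.86) at 10 DAS. At 6 DAS it called down 14 of 20 (median -0.80) and 22 of 33 (median -0.65). At 3 DAS 0 and 3 were called down. The authors chose these genes at 10 DAS on these libraries, which favours that stage. The 3 DAS count for starch was 0 without healthy 3 DAS replicate 1, 1 without healthy 3 DAS replicate 2, 1 without healthy 3 DAS replicate 3, 0 without infected 3 DAS replicate 1 and 0 without infected 3 DAS replicate 2. The 3 DAS count for carotenoids was 1 without healthy 6 DAS replicate 1, 1 without infected 3 DAS replicate 3 and 1 without infected 10 DAS replicate 2.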

At 10 DAS, results suggested that *A. brassicicola* was able to repress the developmental program of the seedling through storage relocation and changes in transcriptional and post-transcriptional gene regulation.

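The 11 seed storage genes of the list had a median log2 fold change of -2.79 at 10 DAS (0 up and 3 down, or 0 and 3 over the list alone, with a camera adjusted p of 0.00586). That camera adjusted p was 0.45 with an estimated correlation and 0.451 with at least 10 counts in every library, while fry gave 0.0221. At 6 DAS the median was -2.39 (0 up and 3 down, or 0 and 3 over the list alone), and the camera adjusted p was 0.0733, against 0.0448 with RLE size factors and 0.0252 with DESeq2. It was 0.00602 without healthy 6 DAS replicate 3 and 0.0245 without infected 6 DAS replicate 1 by camera. At 3 DAS the median was 0.45 (1 up and 0 down, or 0 and 0 over the list alone, with a camera adjusted p of 0.134). That median was -0.01 without healthy 3 DAS replicate 2 and 1.69 without healthy 3 DAS replicate 1 (camera adjusted p = 0.00388). SESA3 (AT4G27160), which shares 9.08% of its 31-base words with other genes, had a log2 fold change of -2.55 (standard error 0.544, edgeR adjusted p = 0.00161) at 6 DAS and -2.79 (standard error 0.660, edgeR adjusted p = 0.00428) at 10 DAS. It was also the gene called up at 3 DAS, with a log2 fold change of 1.58 (standard error 0.479, edgeR adjusted p = 0.0492). At 3 DAS it was not called, with the edgeR adjusted p in brackets, without infected 3 DAS replicate 2 (0.185), healthy 3 DAS replicate 2 (0.161), infected 3 DAS replicate 1 (0.109), healthy 3 DAS replicate 3 (0.0912), healthy 3 DAS replicate 1 (0.0903) and healthy 10 DAS replicate 2 (0.0651). Nor was this gene called without infected 6 DAS replicate 3 (0.0645), infected 10 DAS replicate 3 (0.0627), healthy 6 DAS replicate 2 (0.0615), healthy 10 DAS replicate 3 (0.0586), infected 10 DAS replicate 2 (0.0573) and infected 6 DAS replicate 2 (0.053). Nor was this gene called without healthy 10 DAS replicate 1 (0.0527) and infected 6 DAS replicate 1 (0.0507).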

Therefore, the GO analysis of the DEGs provide evidence that *A. brassicicola* seed infection caused increased expression of genes described to contribute to defense pathways, and on the other hand reduced the expression of genes involved in metabolic activity, growth and photosynthesis. Beyond the noted absence of inducing the JA pathway in germinating seeds, the identified responding pathways (Figure 2A), such as the induction of response to wounding and to catabolic process in seedlings and the repression of starch metabolism and cell wall biogenesis (Figure 2B) suggested that *A. brassicicola* in part would hijack the seed and seedling response to facilitate its colonization [43].

***A. brassicicola* widely induced salicylic acid (SA) response at early stage of the plant life cycle.** From the GO enrichment analysis, the fact that functional classes identified in germinating seeds (3DAS) were little or not represented in 6 and 10-days old seedlings may be due to the higher number of DEGs in post-germinative stages, which could dilute the contribution of some important pathways. For example, although the enrichment factor was below the selected threshold at 6 and 10 DAS for ethylene pathway, 118 and 105 genes were found to be induced, respectively (Supplementary Table S3). 

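Of the 149 genes that Supplementary Table S3 lists for the ethylene response, 112 were called up at 6 DAS, 86 at 10 DAS and 31 at 3 DAS. The authors chose these genes on these libraries. The list of 10 ethylene genes written beforehand had a median log2 fold change of 1.1 at 3 DAS (4 up and 1 down, or 7 and 1 over the list alone, with a camera adjusted p of 6.69e-05), 2.24 at 6 DAS (8 up and 0 down, or 8 and 0 over the list alone, with a camera adjusted p of 1.78e-09) and 0.72 at 10 DAS (5 up and 0 down, or 5 and 0 over the list alone, with a camera adjusted p of 0.00103). With an estimated correlation the camera adjusted p was 0.177, 0.0557 and 0.248. ERF2 (AT5G47220) rose by 2.35 (standard error 0.315), 3.53 (0.303) and 1.92 (0.282), with an edgeR adjusted p of 0.000294, 3.76e-07 and 0.000104. ERF6 (AT4G17490) rose by 2.4 (standard error 0.369), 4.72 (0.403) and 3.20 (0.375), with an edgeR adjusted p of 0.00103, 5.39e-07 and 2.23e-05. ERF1 (AT3G23240) was not called at 3 DAS (log2 fold change 1.90, edgeR adjusted p = 0.0513) and rose by 5.84 (standard error 0.465, edgeR adjusted p = 1.82e-07) at 6 DAS and 3.80 (standard error 0.373, edgeR adjusted p = 3.69e-06) at 10 DAS. At 3 DAS ERF1 was called, with the adjusted p in brackets, with DESeq2 (0.0278), without healthy 6 DAS replicate 1 (0.0462), without healthy 6 DAS replicate 2 (0.0422), without healthy 10 DAS replicate 1 (0.0403) and without infected 10 DAS replicate 2 (0.0349). ACS6 (AT4G11280) rose by 1.36 (standard error 0.336), 5.53 (0.387) and 3.25 (0.345), with an edgeR adjusted p of 0.0188, 7.21e-08 and 9.15e-06. At 3 DAS ACS6 was not called, with the edgeR adjusted p in brackets, without infected 3 DAS replicate 2 (0.103), healthy 3 DAS replicate 2 (0.0772) and healthy 3 DAS replicate 3 (0.0627).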

To obtain a more detailed view of the well-known defense pathways, we compared the number of their respective assigned up-regulated genes by *A. brassicicola* at each developmental stage. We extracted from the RNA-seq dataset all the assigned genes related to JA metabolic process (GO:0009694), indole-containing compound metabolic process (GO:0042430), glucosinolate (GSL) biosynthetic process (GO:0019761), phytoalexin biosynthetic process (GO:0052315), response to ROS (GO:0000302), response to ET (GO:0009723) and response to SA (GO:0009751). 

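For the genes of Supplementary Table S3, which the authors chose on these libraries, the fit gave these numbers of up-regulated genes at 3, 6 and 10 DAS. Of the 28 genes of JA metabolism, 1, 23 and 24 were up. Of the 128 genes of indole-containing compounds, 42, 109 and 107 were up. Of the 331 genes of the SA response, 81, 261 and 236 were up, with 52 at 3 DAS without infected 3 DAS replicate 2. The ROS response had 58 of 76 genes up at 6 DAS and 55 at 10 DAS. Phytoalexin synthesis, with 20 genes, had 11, 20 and 20 up, and GSL synthesis, with 33 genes, had 8, 18 and 27.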

We identified 0 to 26 induced genes assigned to JA metabolism, 57 to 115 assigned to indole-containing compound, 0 to 62 assigned to response to ROS, 41 to 105 assigned to ET pathway and 92 to 269 assigned to SA response (Supplementary Figure S1 and Supplementary Table S3).

Heatmap of DEGs assigned to the SA, JA, ET, indole and ROS pathways (Figure 3) highlighted the importance of these pathways during *A. brassicicola* infection in germinating seeds and in post-germinating stages of the seedling. 

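The 6 camalexin genes of the list written beforehand had a median log2 fold change of 4.10, 7.07 and 4.37 at 3, 6 and 10 DAS, with 6, 6 and 6 called up, also over the list alone. The camera adjusted p was 5.82e-24, 1.32e-19 and 1.04e-14, and with an estimated correlation 0.000829, 0.00223 and 0.00728. PAD3 (AT3G26830, chromosome 3, 9887917 to 9889791 of TAIR10.1) rose from 2.64 ± 0.853 to 44.0 ± 4.42 CPM (SD, n = 3) at 3 DAS, a log2 fold change of 4.06 (standard error 0.483, edgeR adjusted p = 0.000135). At 6 DAS its log2 fold change was 7.80 (standard error 0.564, edgeR adjusted p = 1.45e-07) and at 10 DAS 5.86 (standard error 0.518, edgeR adjusted p = 2.59e-06). CYP71A13 (AT2G30770) had 2 counts over the healthy libraries at 3 DAS and 3332 over the infected libraries, a ratio of 2330 with a 95% counting interval from 634 to 18900. At 6 DAS, with 2 and 39062 counts, the ratio was 49500 with a 95% counting interval from 13300 to 397000. At 10 DAS the log2 fold change was 9.53 (standard error 0.600, edgeR adjusted p = 1.43e-07). This gene shares 28.9% of its 31-base words with other genes, and the antisense gene AT2G30766 overlaps it.

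The 9 aliphatic GSL genes had a median log2 fold change of 0.51 at 3 DAS (2 up and 1 down, or 2 and 1 over the list alone, with a camera adjusted p of 0.301), -0.21 at 6 DAS (0 up and 1 down, or 0 and 1 over the list alone, with a camera adjusted p of 0.445) and 2.50 at 10 DAS (5 up and 0 down, or 5 and 0 over the list alone, with a camera adjusted p of 0.0312). The 6 DAS median was 0.09 without infected 6 DAS replicate 1 and 0.01 without healthy 6 DAS replicate 3. At 10 DAS the camera adjusted p was 0.0857 without infected 10 DAS replicate 2 and 0.0611 without healthy 10 DAS replicate 3. MYB29 (AT5G07690) was up at 3 DAS, with a log2 fold change of 5.20 (standard error 1.13, edgeR adjusted p = 0.00905), from 4 counts over the healthy libraries to 102 over the infected libraries. CYP79F1 (AT1G16410) had a log2 fold change of 6.19 (standard error 0.975, edgeR adjusted p = 0.000204) at 10 DAS and of 3.56 (standard error 1.05, edgeR adjusted p = 0.0431) at 3 DAS. At 3 DAS it was not called, with the edgeR adjusted p in brackets, without healthy 3 DAS replicate 3 (0.13), healthy 3 DAS replicate 1 (0.128), infected 3 DAS replicate 1 (0.107), infected 3 DAS replicate 2 (0.0952), infected 3 DAS replicate 3 (0.0685) and healthy 3 DAS replicate 2 (0.065). The same held without healthy 6 DAS replicate 2 (0.0556), infected 6 DAS replicate 3 (0.0551), healthy 6 DAS replicate 3 (0.0524), healthy 10 DAS replicate 3 (0.0524), healthy 10 DAS replicate 2 (0.0517) and healthy 10 DAS replicate 1 (0.0516). The same held without healthy 6 DAS replicate 1 (0.0503).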

All the heatmap profiles exhibited a clear switch in the regulated gene networks between germinating seeds and seedlings. 

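Over the 18 lists, camera called a difference of the infection effect for 13 between 6 and 3 DAS (13 also with fry, 3 with an estimated correlation), for 8 between 10 and 3 DAS (8 and 1) and for 6 between 10 and 6 DAS (5 and 2). Other splits of the libraries, drawn at random for each pair of stages, called up to 12, 16 and 14 lists.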

Very few genes of these pathways were found to be induced by the presence of *A. brassicicola* in germinating seeds (3 DAS). For instance, we observed that any genes from ROS or JA pathways were induced before the latter stages of seedling establishment at 6 and 10 DAS. 

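At 3 DAS, 19 of the 76 ROS genes of Supplementary Table S3 were called up and 6 down, with 12 up without infected 3 DAS replicate 2. Of its 28 genes of JA metabolism, 1 was up and 3 were down at this stage, with 0 up without healthy 3 DAS replicate 2 and 2 without healthy 3 DAS replicate 1. The list of ROS genes written beforehand, of which 16 were tested, had a median log2 fold change of 0.04 at 3 DAS (3 up and 0 down, or 3 and 0 over the list alone, with a camera adjusted p of 0.0565). Its median was -0.11 without healthy 3 DAS replicate 1. The camera adjusted p was 0.0443 without healthy 3 DAS replicate 2, 0.0487 without healthy 6 DAS replicate 3, 0.0365 without infected 3 DAS replicate 2, 0.0308 without infected 3 DAS replicate 3, 0.0218 without infected 10 DAS replicate 2 and 0.0297 without infected 10 DAS replicate 3. PRX33 (AT3G49110, chromosome 3, 18200587 to 18203265 of TAIR10.1), which shares 11.7% of its 31-base words with other genes, rose from 0.445 ± 0.283 to 114 ± 31.3 CPM (SD, n = 3), a log2 fold change of 7.99 (standard error 0.473, edgeR adjusted p = 1.27e-07). RBOHD (AT5G47910) rose from 46.6 ± 1.47 to 104 ± 30.7 CPM (SD, n = 3), a log2 fold change of 1.15 (standard error 0.250, edgeR adjusted p = 0.00899). Without infected 3 DAS replicate 2 RBOHD had an edgeR adjusted p of 0.0606.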

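In seedlings, the list of ROS genes had a median log2 fold change of 1.31 at 6 DAS (12 up and 2 down, or 12 and 2 over the list alone, with a camera adjusted p of 6.66e-07) and 0.82 at 10 DAS (9 up and 2 down, or 10 and 2 over the list alone, with a camera adjusted p of 0.00188). RBOHD rose by 3.37 (standard error 0.271, edgeR adjusted p = 1.95e-07) at 6 DAS and 1.90 (standard error 0.254, edgeR adjusted p = 4.75e-05) at 10 DAS on the log2 scale. PRX33 rose by 7.97 (standard error 0.442, edgeR adjusted p = 1.1e-08) and 5.19 (standard error 0.391, edgeR adjusted p = 6.89e-07). ZAT12 (AT5G59820) rose by 3.69 (standard error 0.471, edgeR adjusted p = 2.39e-05) and 1.42 (standard error 0.429, edgeR adjusted p = 0.0184). Without infected 10 DAS replicate 3 ZAT12 at 10 DAS had an edgeR adjusted p of 0.111. FSD1 (AT4G25100) rose by 5.60 (standard error 0.867, edgeR adjusted p = 0.000129) and 6.83 (standard error 0.900, edgeR adjusted p = 6.08e-05).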

Besides, the 6 and 10-day-old seedlings exhibited an activation of many genes related to ROS, ET and SA. 

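The 13 tested genes of the jasmonate synthesis list had a median log2 fold change of 1.46 at 6 DAS (11 up and 0 down, or 11 and 0 over the list alone, with a camera adjusted p of 8.14e-10) and 1.54 at 10 DAS (10 up and 1 down, or 11 and 1 over the list alone, with a camera adjusted p of 9.26e-11). LOX2 rose by 2.39 (standard error 0.548, edgeR adjusted p = 0.00274) at 6 DAS and 3.47 (standard error 0.566, edgeR adjusted p = 0.000301) at 10 DAS on the log2 scale. LOX4 rose by 6.60 (standard error 0.637, edgeR adjusted p = 2.04e-06) and 3.68 (standard error 0.535, edgeR adjusted p = 0.000127).

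**Figure D5:**
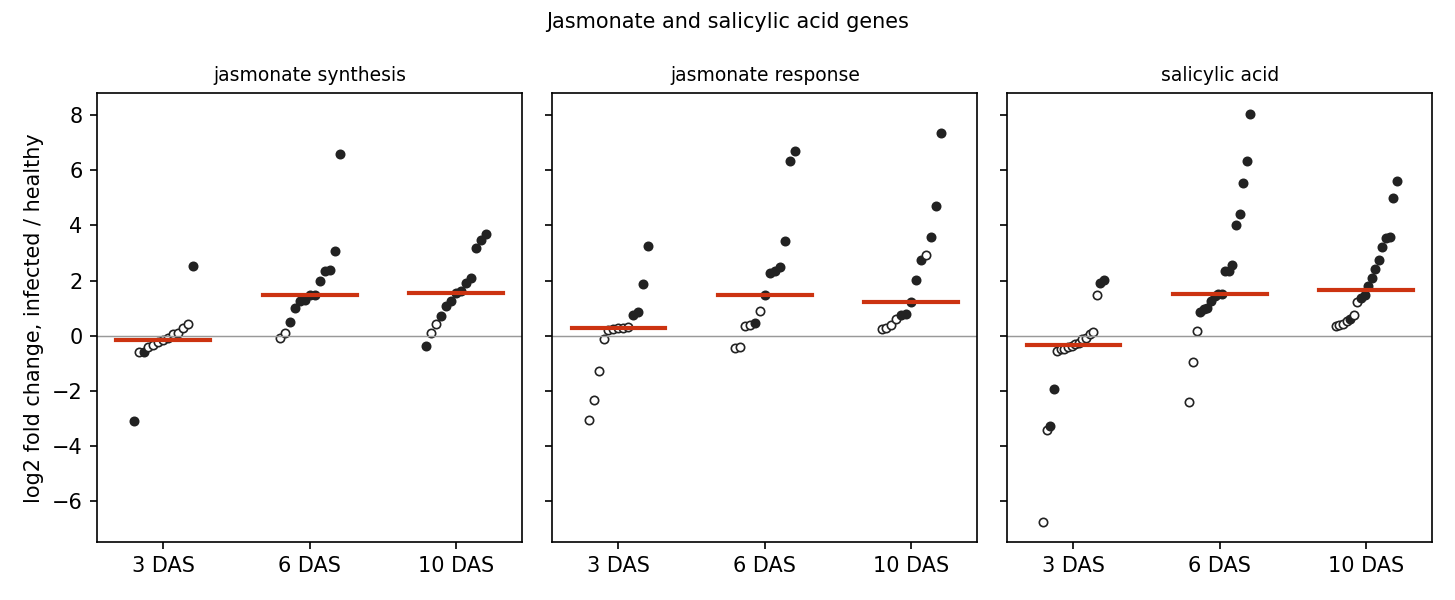
Log2 fold change, infected against healthy, of the genes of the hormone lists at 3, 6 and 10 DAS. Filled points have an adjusted p under 0.05, open points do not, and the red line is the median of each list, 1.46 for jasmonate synthesis at 6 DAS and -0.17 at 3 DAS.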

Interestingly, the JA pathway was significantly induced only from 10 DAS and the number of induced genes remained negligible with 26 induced genes compared to the 269 related to the SA pathway.

**Unexpected *A. brassicicola*-related susceptibility phenotypes in defense pathway mutants**. It is noteworthy that gene annotation of most of the identified up-regulated genes described biological processes that were potentially contributing to plant resistance mechanisms. To investigate the physiological significance of the main defense pathways identified by the transcriptomic analysis, we performed phenotyping of available *Arabidopsis* defective mutants in GSL content in the seed, such as the *qk0* mutant (deficient for GSL biosynthesis) [44] and the *gtr1gtr2* (deficient for GSL transport to the seed) [45], in camalexin such as *pad3* [46], in the JA response such as *coi1* [47] and *jar1* [48] and in SA pathway such as *Nahg* and *npr1* [49]. 

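The 9 genes of the ATG8 family had a median log2 fold change of -0.04 at 3 DAS (1 up and 0 down, or 1 and 1 over the list alone, with a camera adjusted p of 0.799), 0.47 at 6 DAS (4 up and 0 down, or 4 and 0 over the list alone, with a camera adjusted p of 0.081) and 0.47 at 10 DAS (3 up and 0 down, or 4 and 0 over the list alone, with a camera adjusted p of 0.0575). At 10 DAS the camera adjusted p was 0.0386 without healthy 3 DAS replicate 1, 0.0338 without healthy 3 DAS replicate 2, 0.0385 without healthy 10 DAS replicate 3 and 0.017 without infected 10 DAS replicate 1. The 3 DAS median was 0.10 without infected 3 DAS replicate 3 and 0.29 without healthy 3 DAS replicate 2. ATG8H (AT3G06420) was not called at 3 DAS (log2 fold change -0.71, edgeR adjusted p = 0.153) and rose by 1.58 (standard error 0.311, edgeR adjusted p = 0.000748) at 6 DAS and 2.28 (standard error 0.313, edgeR adjusted p = 6.65e-05) at 10 DAS.

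ATG8G (AT3G60640) rose by 0.64 (standard error 0.178, edgeR adjusted p = 0.0317) at 3 DAS, by 0.47 (standard error 0.178, edgeR adjusted p = 0.0437) at 6 DAS and by 0.31 (standard error 0.174, edgeR adjusted p = 0.185) at 10 DAS. At 3 DAS it was not called, with the edgeR adjusted p in brackets, without infected 3 DAS replicate 2 (0.123), healthy 3 DAS replicate 3 (0.118), infected 3 DAS replicate 1 (0.105), healthy 3 DAS replicate 2 (0.0751) and healthy 3 DAS replicate 1 (0.0526). At 6 DAS it was not called, with the edgeR adjusted p in brackets, without infected 6 DAS replicate 3 (0.168), healthy 6 DAS replicate 3 (0.145), infected 6 DAS replicate 2 (0.0739), healthy 6 DAS replicate 2 (0.0731), infected 3 DAS replicate 1 (0.0551) and healthy 10 DAS replicate 3 (0.055). Nor was it without healthy 10 DAS replicate 2 (0.052), infected 10 DAS replicate 2 (0.0502) and healthy 3 DAS replicate 2 (0.05).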

We also included in the analysis deficient mutants in autophagy component such as *atg8* [50], a gene potentially involved in program cell death that was found induced by *A. brassicicola* in our RNA-seq dataset. In addition, some mutants altered in mucilage composition and structure such as *cesa5* [51], *mum2* [52], *csla2* [53] and *gl2* [54] were included. These latter mutant lines have impairments in genes that were shown to be repressed by *A. brassicicola* and have a structural and/or biochemical contribution to the interface contact between the seed tissue and the pathogen, making them good candidate genes for the entry of necrotrophic fungus into plant/seed tissues.

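The 4 genes behind the mucilage mutants were measured in Col-0 as follows. MUM2 (AT5G63800) was lower in infected seeds at 3 DAS, with a log2 fold change of -0.95 (standard error 0.212, edgeR adjusted p = 0.0102). MUM2 was not called, with the edgeR adjusted p in brackets, without infected 3 DAS replicate 2 (0.0603) and infected 3 DAS replicate 1 (0.0571). It was not called at 6 DAS (-0.19, edgeR adjusted p = 0.488) or 10 DAS (0.11, edgeR adjusted p = 0.73), where it was -0.06 without infected 10 DAS replicate 2. CSLA2 (AT5G22740) was higher at 3 DAS, with a log2 fold change of 0.74 (standard error 0.185, edgeR adjusted p = 0.0198). CSLA2 was not called, with the edgeR adjusted p in brackets, without healthy 3 DAS replicate 2 (0.0821) and infected 3 DAS replicate 3 (0.0614). At 6 DAS it was lower, -0.66 (standard error 0.190, edgeR adjusted p = 0.0106), and at 10 DAS it was not called (-0.41, edgeR adjusted p = 0.102). Without healthy 6 DAS replicate 1 CSLA2 at 6 DAS had an edgeR adjusted p of 0.0503. CSLA2 at 10 DAS was called, with the log2 fold change and adjusted p in brackets, with a replicate block within stage (-0.44, 0.0191) and without infected 10 DAS replicate 1 (-0.64, 0.0145).

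CESA5 (AT5G09870) was lower at 6 DAS, with a log2 fold change of -0.63 (standard error 0.180, edgeR adjusted p = 0.00941). It was not called at 3 DAS (-0.46, edgeR adjusted p = 0.107) or 10 DAS (-0.07, edgeR adjusted p = 0.78), where it was 0.13 without infected 10 DAS replicate 1. CESA5 at 3 DAS was called, with the adjusted p in brackets, without infected 10 DAS replicate 1 (0.0449) and with DESeq2 and each stage fitted alone (0.0415). GL2 (AT1G79840), which genes on both strands overlap, was lower at 6 DAS, -1.42 (standard error 0.325, edgeR adjusted p = 0.00233), and not called at 3 DAS (0.09, edgeR adjusted p = 0.885) or 10 DAS (0.59, edgeR adjusted p = 0.172). Its 3 DAS value was -0.07 without infected 3 DAS replicate 2. GL2 at 10 DAS was called, with the log2 fold change and adjusted p in brackets, with a replicate block within stage (0.60, 0.032). As a list, the genes had a median log2 fold change of -0.19 at 3 DAS (1 up and 1 down, or 1 and 2 over the list alone, with a camera adjusted p of 0.54), -0.65 at 6 DAS (0 up and 3 down, or 0 and 3 over the list alone, with a camera adjusted p of 0.153) and 0.02 at 10 DAS (0 up and 0 down, or 0 and 0 over the list alone, with a camera adjusted p of 0.898, with a direction of down). The 10 DAS median was -0.01 without healthy 10 DAS replicate 1, -0.01 without healthy 10 DAS replicate 3, -0.15 without infected 10 DAS replicate 2 and -0.06 without infected 10 DAS replicate 3.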

Germination rates of healthy and *A. brassicicola*-infected seed lots were first deter-mined at 3, 6 and 10 DAS in the mutants impaired in defense pathways (Figure 4). As previously described for the WT Col-0 [40], *A. brassicicola* inoculum at 10^4^ conidia per mL did not affect seed germination of Col-0 (Figure 4). Compared to the wild-type seeds, germinations of most of the mutants were not or only slightly altered in their maximal germination rate (Gmax), which was reached between 3 and 6 DAS. However, we noticed that germination rate was dramatically reduced for the *qk0* and the *gtr1gtr2* mutants, which did not contain any GSL in the dry mature seed, as well as for *ein2* and *etr1* mutants, which were impaired in the ethylene pathway. After 10 DAS, the maximum germination rate reached nearly 40% for the GSL-deficient mutants and 70% for mutants impaired in the ethylene pathway. It should be noted that, except in the case of the *ein2* mutant, the germination of these mutants was delayed as illustrated by their Gmax, which was reached only at 10 DAS. The contribution of ethylene in stimulating seed germination is well described [55,56]. Nevertheless, the low rates of seed germination in the GSL deficient mutants have never been reported. We also observed that storing GSL deficient mutant seeds at room temperature increased their germination capacity (not shown). This result suggested that the GSL defective mutants displayed a dormant phenotype. It is also noted that *A. brassicicola*-infected seed lots of *ein2* and *gtr1gtr2* mutants displayed significant higher germination rates compared to healthy seeds.

To validate our results, we evaluated the *A. brassicicola* seedling colonization and the necrosis symptoms in the different mutant seeds that germinated. Seed colonization and symptoms of the mutants were quantified at 3, 6 and 10 DAS from inoculated seed lots (Supplementary Table S4). A representative view of resistance/susceptibility to *A. brassicicola* shown for 6 DAS (Figure 5) highlighted six phenotypic profiles. The *pad3* and *atg8* mutants exhibited similar colonization and necrosis rates compared to the WT control and did not exhibit a particular susceptibility or resistance phenotype. The *mum2* deficient mutant impaired in mucilage expansion upon seed hydration was slightly but significantly more susceptible in term of *A. brassicicola* infection and necrose rates. The mutant *gl2* involved in mucilage pectin biosynthesis exhibited a lower rate of seedling infection and higher rate of seedling necroses. The *cesa5* mutant, impaired in the organization of adherent mucilage, exhibited a reduced rate of *A. brassicicola* colonization. The *csla2* defective mutant to adherent mucilage exhibited resistant phenotype with lower rates of *A. brassicicola* infection and necroses. Likewise, the *jar1* and *coi1* insensitive mutants to methyl-jasmonate, as well of the *qk0* and *gtr1gtr2* GSL deficient mutants exhibited a similar resistance phenotype to *A. brassicicola* with low rates of seedling infection and necroses. In the *ein2* and *etr1,* ET deficient mutants, the necrose rate was not significantly different; nevertheless significant higher resistance to colonization by *A. brassicicola* was observed. On the other hand, the *Nahg* and *npr1* deficient mutants in SA pathway displayed a significant higher susceptibility to *A. brassicicola* in term of necrosis.

From this mutant analysis, there is evidence that repression of genes involved in mucilage metabolism by *A. brassicicola* interfered with the strategy for fungal transmission through germination. Interestingly, among all mutants in the different defense pathways, only SA defective mutants exhibited higher susceptibility to *A. brassicicola*, which is surprising considering that SA is generally not described as the responding defense pathway triggered by necrotrophic attack [27,28]. The resistance phenotypes of JA, ET and GSL deficient mutants as well as the lack of susceptibility of the camalexin deficient mutant are also inconsistent with the described mechanism of plant defense against necrotrophic pathogens [9,27,29].

## 3. Discussion

Because the seed quality is determinant for reproductive success, it is hypothesized that specific adaptive mechanisms could control seed immune response. Despite that seed germination is the strategic phase of the life cycle in controlling the transmission of pathogens to the crop, plant-pathogen interaction has been poorly described at this specific developmental stage. Here, we illustrate the *Arabidopsis* seed response to the necrotrophic pathogenic fungus *A. brassicicola* by using a without a priori RNA-seq approach. The number of differentially expressed genes between healthy and infected tissues was shown to be high in germinating seed (3409 at 3 DAS), and increasing at the two post-germinating stages of seedling establishment (7506 and 8589 at 6 and 10 DAS respectively). Moreover, as shown in Figure 1, the rate of overlapping gene regulation between germinating stage (3 DAS) and the post-germinative stages (6 and 10 DAS) were lower compared to the two post-germinative stages. The GO enrichment assigned to DEGs induced by *A. brassicicola* seed inoculation (Figure 2) provided a global view of gene response to *A. brassicicola* in germinating seed that dramatically differed in 6 and 10 DAS seedlings, which strongly suggested that there was a switch in the *Alternaria*-related interaction mechanisms at early post-germinative phase. This switch in defense response between 3 and 6-day-old seedlings could be explained by the seed-to-seedling transition phase approximately occurring between 3 to 5 days after imbibition [57,58], switching the chromatin state program from embryonic- to vegetative-like tissues. We hypothesized that defense responses at 3 days after germination could reflect seed defense mechanisms more specific to the embryogenic phase. Instead, onwards after 6 days after germination, observed defense responses were more similar to those already described in vegetative parts. We highlighted that GO enrichment assigned to induction of JA pathway became significant only from 10 DAS (Figure 2A), with no JA-related gene expression in germinating seeds at 3 DAS (Figure 3). Previous mutant analyses and transcriptomic studies of *Arabidopsis* response to *A. brassicicola* using the rosette leave as model [27] displayed the importance of JA signaling in *A. brassicicola* resistance and *A. brassicicola* mediated gene induction: among the 505 identified *A. brassicicola*-induced genes, 264 were repressed in *coi1* mutant, thus illustrating the importance of the JA pathway in the rosette leaf immune response. Comparison with our data exhibited 1382 and 400 common up-regulated genes in germinating seeds and in 6 and 10 days-old seedlings (Supplementary Table S5 and Figure 6A), of which 226 were related to the JA pathway (Supplementary Table S5 and Figure 6B). 

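Supplementary Table S5 lists 444 genes shared with rosette leaves over the 3 stages. The fit called 82 of them up and 26 down at 3 DAS, with a median log2 fold change of 0.13. At 6 DAS 377 were called up (median 1.51) and at 10 DAS 370 (median 1.2). Of the 226 that the table marks as related to JA, 43, 189 and 178 were called up and 23, 1 and 2 down at these stages. Without infected 3 DAS replicate 2, the 3 DAS numbers were 49 of the 444 and 23 of the 226, and the latter was 28 without healthy 3 DAS replicate 3. The rosette leaves were not analysed here.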

The very low similarity of gene regulation found in seeds at 3 DAS compared to rosette leaves (i.e., one common gene) provides strong evidence that, upon germination, seed response to *A. brassicicola* differed dramatically from the mechanisms observed in later stage of the plant development. On the other hand, JA signaling seems to contribute to the response to *A. brassicicola* starting from post-germinative stage. Our hypothesis that the JA pathway does not contribute to the seed defense response and resistance was confirmed by mutant analyses. Contrariwise to the higher susceptibility phenotype of the *coi1* in *A. brassicicola*-infected rosette leaves [27], the *coi1* and *jar1* mutant exhibited a total resistance to *A. brassicicola* infection at the very early post-germinative stage (Figure 5).

Interestingly at 3 DAS, a high enrichment index in the DEGs assigned to the cellular response to hypoxia was observed. The contribution of this pathway in plant pathogen interaction is increasingly documented [59,60,61,62]. Hypoxia or pathogen responses act through ERF-VII (ethylene response factor VII) and WRKYs (WRKY transcription factors) involved in oxygen sensing and signaling. Nearly three quarters of these genes described to be related to both hypoxia and pathogen response in *Arabidopsis* [61] was found up-regulated in our RNA-seq dataset and particularly in germinating seeds (Supplementary Table S1). It is reported that both fungal pathogen and host are able to experience hypoxia during pathogenesis [62,63]. The response to low oxygen involves ethylene pathway factors and leads to competition with the pathogen for oxygen. This competition that is described as an example of “growth–defense tradeoff” [64] could be used advantageously by the seed that is the plant organ containing the lower oxygen content, (i.e., 1% in teguments) [62,65]. Seed germination is adapted to occur in a hypoxic context and the induced response to hypoxia in infected germinating seed could be at the same time detrimental for the growth of the pathogenic agent. In our analysis, the 100 to 167 identified DEGs involved in low-oxygen response included many protective enzymes against oxidative stress such as peroxidases or glutathione S-transferases. This detoxifying arsenal could interfere with ROS-induced cell death, which was not represented in the induced genes of germinating infected seeds (Figure 2A and Figure 3) and not observed phenotypically since no necrosis was observed before germination (Supplementary Table S4). We also suspect that the down-regulation of photosynthesis by *A. brassicicola* (Figure 2B) observed in 3 and 10 days-old infected seedlings would maintain the low level of oxygen because it is well known that oxygen production is linked to the photosynthesis activity. This could corroborate the decreasing but still highly enriched GO term of response to hypoxia observed from seedlings (Figure 2B). 

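Of the 24 photosynthesis genes, 2 were called down at 3 DAS (3 over the list alone) and 0 had a log2 fold change above 0, with a median of -0.52 (camera adjusted p = 6.83e-06, fry 0.0614). The infection effect on the list was lower at 6 than at 3 DAS (camera adjusted p = 4.51e-09) and lower at 10 than at 3 DAS (camera adjusted p = 5.53e-05). With an estimated correlation these were 0.278 and 0.465. PSBO1 had a log2 fold change of -0.77 (standard error 0.203, edgeR adjusted p = 0.0251) at 3 DAS. It was not called, with the edgeR adjusted p in brackets, without infected 3 DAS replicate 2 (0.107), healthy 3 DAS replicate 2 (0.105), infected 3 DAS replicate 3 (0.0618) and infected 3 DAS replicate 1 (0.0563).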

In hypoxia, gaseous compounds such as O_2_, NO, ET, CO_2_ or H_2_S change in level and crosstalk of H_2_S and NO with ABA to control stomatal closure (an important gateway for microorganism) have been reported [66]. It is not possible to decide whether response to low oxygen triggered by *A. brassicicola* is beneficial for the germinating seed or a way for the pathogen to propagate and induce diseases, but we documented here that oxygen-sensing takes an important part in *Arabidopsis/A. brassicicola* interaction at this early stage of the plant life cycle.

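The list of 18 SA genes had a median log2 fold change of 1.51 at 6 DAS (15 up and 0 down, or 15 and 0 over the list alone, with a camera adjusted p of 4.69e-08) and 1.64 at 10 DAS (12 up and 0 down, or 14 and 0 over the list alone, with a camera adjusted p of 4.69e-08). At 3 DAS the median was -0.34 (2 up and 2 down, or 2 and 4 over the list alone, with a camera adjusted p of 0.256, and 0.023 without healthy 3 DAS replicate 1). PR1 (AT2G14610) rose from 0.324 ± 0.389 to 15.0 ± 11.5 CPM (SD, n = 3) at 6 DAS, a log2 fold change of 5.56 (standard error 0.918, edgeR adjusted p = 0.00022), and by 5.62 (standard error 0.769, edgeR adjusted p = 8.19e-05) at 10 DAS. PR5 (AT1G75040) rose by 4.41 (standard error 0.859, edgeR adjusted p = 0.000799) and 5.01 (standard error 0.782, edgeR adjusted p = 0.000213). SARD1 (AT1G73805), which an antisense gene overlaps and which shares 16.4% of its 31-base words with other genes, rose by 1.90 (standard error 0.411), 2.35 (0.316) and 2.42 (0.290), with an edgeR adjusted p of 0.00885, 2.66e-05 and 1.99e-05. NPR1 (AT1G64280), which antisense genes overlap, rose by 1.02 (standard error 0.127, edgeR adjusted p = 1.33e-05) at 6 DAS and 0.60 (standard error 0.124, edgeR adjusted p = 0.00141) at 10 DAS. WRKY70 (AT3G56400) rose by 1.52 (standard error 0.474, edgeR adjusted p = 0.0176) at 6 DAS and 1.82 (standard error 0.466, edgeR adjusted p = 0.00723) at 10 DAS. Without healthy 6 DAS replicate 1 WRKY70 at 6 DAS had an edgeR adjusted p of 0.0646. At 3 DAS its groups overlapped, with a log2 fold change of -1.93 (standard error 0.513, edgeR adjusted p = 0.028). At 3 DAS it was not called, with the edgeR adjusted p in brackets, without healthy 3 DAS replicate 2 (0.126), infected 3 DAS replicate 1 (0.0973), infected 3 DAS replicate 2 (0.0842), infected 3 DAS replicate 3 (0.0701) and healthy 3 DAS replicate 3 (0.0677).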

At 6 and 10 DAS, it was surprising to identify in infected seedlings many induced genes belonging to the SA pathway (Supplementary Figure S1 and Figure 3). SA is usually described to be involved in defense against biotrophic pathogens [8,9,17] and act antagonistically to the JA and ET agonist hormones that are, rather, attributed to the immune response in the interaction with necrotrophic agents [8,9,18,19]. We have described that JA pathway was poorly represented among the *A. brassicicola*-induced genes (Supplementary Figure S1, and Figure 2 and Figure 3). Usually, infected plants prioritize one of the defense responses, either JA/ET or SA depending on the type of pathogen [67,68,69]. Nevertheless, there are some reports that pathogens could also induce a harmless defense response as a strategy to repress the antagonistic pathway that could have been harmful to it [70,71,72].

A hypothesis is that, at the early post-germinating stage, SA would mediate susceptible responses (SRs) to *A. brassicicola* as it has been described for the induction of JA/ET-mediated SRs during plant development [73,74]. Plant SR [42] is not a passive loss of resistance but is rather considered as an active host cooperation induced by the pathogen, which contributes to propagation and disease. We hypothesize that in response to *A. brassicicola*, the young *Arabidopsis* seedlings prioritized SA pathway to the detriment of the JA pathway known as the main defense response against necrotrophs. Metabolic quantification of the hormones JA and SA, of their precursors and down-products in infected germinating seeds will make it possible to verify our theory. In the pathogen-induced susceptible responses (SR), numerous physiological processes have been reported such as the control of stomatal aperture, plant cell wall modifications, program cell death, transport of water, photo-assimilates and primary metabolism and response to abiotic stress. All of these physiological responses have been found among *Alternaria*-responsive genes in our data set (Supplementary Table S1) or are parts of the identified enriched GO terms (Figure 2 and Figure 3). It would be speculative to go into more detail in the analysis of all the genes potentially involved in the SR. We suspect that this opportunistic relationship varies continuously to adapt the pathogen to the physiology of the host so that seedlings would deploy other defense mechanisms. Particularly, there is a dynamic during the seed to seedling transition that we illustrated through the transcriptome profiles at 3, 6 and 10 DAS (Figure 3).

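The list of 7 ER stress genes had a median log2 fold change of 1.62 at 6 DAS (7 up and 0 down, or 7 and 0 over the list alone, with a camera adjusted p of 3.43e-06) and 1.66 at 10 DAS (7 up and 0 down, or 7 and 0 over the list alone, with a camera adjusted p of 6.2e-09). At 3 DAS the median was -0.03 (1 up and 0 down, or 1 and 0 over the list alone), while the mean was 0.36 and camera gave a direction of up (adjusted p = 0.531). That median was 0.08 without infected 3 DAS replicate 2 and 0.03 without healthy 3 DAS replicate 3. The infection effect on the list was higher at 6 than at 3 DAS (camera adjusted p = 7.71e-06, and 0.161 with an estimated correlation). BIP3 (AT1G09080) rose from 0.785 ± 0.562 to 69.6 ± 33.0 CPM (SD, n = 3) at 6 DAS, a log2 fold change of 6.48 (standard error 1.07, edgeR adjusted p = 0.000244), and by 6.89 (standard error 1.02, edgeR adjusted p = 0.000169) at 10 DAS. BZIP60 (AT1G42990) rose by 2.38 (standard error 0.296, edgeR adjusted p = 1.44e-05) at 6 DAS and 2.05 (standard error 0.292, edgeR adjusted p = 8.75e-05) at 10 DAS. It rose at 3 DAS by 0.98 (standard error 0.287, edgeR adjusted p = 0.0411). At 3 DAS BZIP60 was not called, with the edgeR adjusted p in brackets, without infected 3 DAS replicate 2 (0.136), healthy 3 DAS replicate 3 (0.107), healthy 3 DAS replicate 1 (0.0984), healthy 3 DAS replicate 2 (0.0943), infected 3 DAS replicate 1 (0.0857) and infected 3 DAS replicate 3 (0.0643). Nor was this gene called without infected 6 DAS replicate 3 (0.0551), healthy 6 DAS replicate 2 (0.0549), healthy 10 DAS replicate 2 (0.0537), infected 10 DAS replicate 2 (0.052) and infected 6 DAS replicate 2 (0.0519).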

Cell death, response to ROS and ERAD pathway were induced by *A. brassicicola* at the post-germinative stage (Figure 2A). The absence of necrosis in infected seedling of GSL mutants strongly suggested that, in WT infected seedlings, the observed necrosis symptoms could be mediated by glucosinolate and glucosinolate-derived pathways that have been found to be induced by *A. brassicicola* (Figure 2 and Figure 3). It is thought that the necrotrophic pathogen induces PCD in host tissues to obtain nutrients [39] and cause disease. Our results also suggested that the GSL and GSL-derived pathway could be hijacked by *A. brassicicola* to spread in the seedlings and cause disease.

Repression of SR for disease and not for host colonization will induce plant tolerance without reducing fitness. This acquisition of tolerance would be a sustainable alternative strategy to the acquisition of resistance in plants [43]. Mutant analysis (Supplementary Table S4 and Figure 5) illustrated that necroses and fungal colonization could be disconnected. Moreover, the germinating seed that allow pathogen propagation to the seedling but does not exhibit any necrosis symptoms should also be a promising model for plant tolerance understanding.

## 4. Materials and Methods

### 4.1. Plant Material and Alternaria Strains

The *Arabidopsis* seeds used in this study are from Columbian (Col-0) genetic back-ground. Wild type genotype in Col-0 was obtained from the ABRC (Arabidopsis Biological Resource Center); the mutant lines *pad3-1* (Col-0; [46]), *gl2-1* (Col-0; [54]), *npr1* (Col-0; [49]), *jar1* (Col-0, [48]), *coi1-2* ( Col-0; [47]), *Nahg* ( Col-0; [75] ), and *atg8* ( Col-0; [50]) were obtained from the ABRC; the mutant lines *gtr1gtr2* (Col-0; [45]) and *qk0*, a quadruple mutant *cyp79B2 cyp79B3 myb28 myb29* (Col-0; [44]) were provided by Barbara Ann Halkier (DynaMo Center, Copenhagen, Denmark); the mutant lines *csla2-3* (Col-0; [53]), *cesa5* (Col-0; [51]), *mum2-1* (Col-0; [52]) were provided by Helen M. North (Institut Jean-Pierre Bourgin, Versailles, France); and the mutants *etr1* (Col-0; [56]) and *ein2* (Col-0; [56]) were provided by Françoise Corbineau (Laboratoire de Biologie du Développement, Paris, France, Paris France). Seeds were produced in controlled conditions using a culture chamber (Memmert ICP 750) at 20 °C with a 16-h photoperiod of light (120μmol photons m^−2^ s^−1^) at a relative humidity of 70% (RH). After seed maturation, *Arabidopsis* plants were submitted to water deprivation for three weeks and fully mature seeds were harvested by shaking into large paper bags. Then seeds were stored at 7 °C, 40% RH in airtight tubes (Eppendorf 2 mL, Sigma).

The *A. brassicicola* strain Abra43 [76] was used in this study. For routine culture, Abra43 was grown and maintained on potato dextrose agar (PDA).

### 4.2. Surface Sterilization and Seed Infection

Seeds (batch of 12 mg) were surface-sterilized by incubation in 1 mL of 30% bleach (*v/v*) for 7 min, followed by 7 min incubation in 1 mL of 80% Ethanol (*v/v*), and washed five times with 1 mL of sterile deionized water. The seeds were then dried for 5 h on a blotting paper in a Microbiological Safety Cabinet (SafeFAST Premium, FAST-ER). *Alternaria* strain was applied on sterilized seeds. The inoculum was prepared with *A. brassicicola* strain (Abra43) to obtain solutions with concentrations of 10^2^, 10^3^, 10^4^ and 10^5^ conidia.mL^−1^. For seed inoculation, 1 mL of the solution at the appropriate conidia concentration was added to 15 mg of seeds. After 1 h of mixing, the inoculated seeds were dried for 5 h on a blotting paper in a Microbiological Safety Cabinet. The non-inoculated seeds used as a control were subjected to the same treatment, replacing the conidial solution with water.

### 4.3. Phenotyping

Seed germination analyses were performed in microplates using the ScreenSeed automate according to the conditions described by Merieux et al. [77]. Incubation was performed inside a thermo-regulated incubator (Memmert ICP 750) regulated at 22 °C (±1 °C). Four replicates were measured in each condition analyzed and a minimum of 100 seeds per repeat was analyzed. Scoring was determined at 3, 6 and 10 days after incubation. Evaluating of the *Alternaria* propagation and of necrosis symptoms were carried out by manual scoring of samples sown in Petri dishes (Greiner Bio-one, diameter 9 cm) using a binocular magnifier (Olympus SZX10). At 3, 6 and 10 days after incubation in a controlled growth chamber with day/night temperatures of 22 °C and a 16 h photoperiod, the disease started to extend and was evaluated according to a symptom index corresponding to the disease severity (seed Statistical analyses below). To minimize observation bias, the notation of each condition was validated when the same score was determined by three different observers.

The data were subjected to statistical analyses. For each condition, seeds and seed-lings were scored according to their growth and infestation stage. Data were converted into three sets of binomial data: germination (0 for non-germinated seeds, 1 for germinated seeds), fungal colonization (0 for seeds/plantlets devoid of fungus, 1 for seed plantlets with fungal mycelium) and fungal necrosis (0 when absent, 1 when present). Each set of binomial data were fitted in logistic models. 95% confidence intervals was then calculated for each log odds ratio. Log odds ratios were then converted into probabilities. The confidence interval was not calculated when obtained probabilities were 0 or 1. All data were statistically analyzed with RStudio version 4.2.0 using the following libraries: readxl, plyr and ggplot2.

### 4.4. Growth Conditions for RNA Extraction

RNA extraction was carried out from WT samples, either from healthy or inoculated with *A. brassicicola* seeds and sown in petri dishes containing 0.8% agarose (SIGMA) for 3, 6 and 10 days of incubation in a controlled growth chamber under a 16-h photoperiod (170 µmol photons m^−2^.s^−1^) at 22 °C (light period)/20 °C (dark period) and a constant 70% RH (standard conditions). 20 mg of seeds were used for each sample with 3 replicates per condition. RNA extraction was performed using NucleoSpin® RNA Plus kit (Macherey-Nagel). The RNA extraction protocol was adapted using 500 µL of Lysis Buffer LBP, 5 min for the first centrifugation, 150 µL of Binding Solution, 500 µL of LBP, an extra washing step using WB2 with a 5 min centrifugation. RNA quantity was measured with a NanoDrop ND-100 (NanoDrop Technologies) and quality (RIN > 6.5) was determined with a 2100 Bioanalyzer (Agilent Technologies). RNA was sent to Beijing Genomics Institute (BGI, https://www.bgi.com (accessed on 30 July 2021)), Hong Kong for cDNA library preparation and paired-end sequencing (PE100, 40 M) were performed using the DNBseq™ technology.

### 4.5. RNA Sequencing Bioinformatic Analyses

After quality control [78,79], plant high-quality reads were mapped on reference genome/transcriptome of *Arabidopsis* Araport 11 [80,81] using quasi-mapping alignment of SALMON, version 0.14.1 [82]. Differentially expressed genes (DEGs) between healthy and infected seeds were determined using DESeq2 algorithms [83]. Genes with log2FC  >  1 or  < −1 and Benjamini-Hochberg adjusted *p*-values < 0.05 were considered as differentially expressed.

Gene Ontology Analysis using GO enrichment terms was performed with Cluster-profiler 4.0 package [42] in RStudio version 4.2.0. To detect significantly enriched GO terms related to different biological processes, an adjusted *p*-value cut-off of <0.05 after Benjamini-Hochberg multiple testing procedure was applied. Gene annotation and GO terms were assigned according to the Araport11 annotation version of the *Arabidopsis* genome [80,81]. DEGs and GO enrichment results were illustrated in Venn Diagrams (http://bioinformatics.psb.ugent.be/webtools/Venn/ (accessed on 14 March 2022)) and heat-map using the ComplexHeatmap [84] and heatmaply packages [85] in R studio version 4.2.0.

## 5. Conclusions

We have compared the *Arabidopsis* responses to *A. brassicicola* infection at early stages of the plant life cycle to highlight similarities and differences with defense mechanisms usually illustrated from the rosette leaf model [27]. We provided a view of regulated pathways at the RNA level in germinating seeds and at the following early steps of seedling establishment and autotrophy. Mutant phenotyping was helpful in appreciating the contribution of the main defense pathways identified from the transcriptomic analysis. This allowed us to propose a hypothetical model for seed immune response during this strategic phase of plant development. We showed that the interaction at this starting phase of the plant life is different from those described at later developmental stages, potentially due to the seed-to-seedling transition phase. Particularly, the observed SA-JA imbalance at the expense of JA as well as the activation of response to hypoxia suggested a non-canonical competition in the interaction with the necrotrophic agent. Together, the induced response to hypoxia (Figure 2) and the dormancy phenotype (Figure 4) of GSL *A. brassicicola*-resistant mutants (Figure 4 and Figure 5) points to the existence of a tradeoff between germination/growth and defense mechanisms [20].

## Figures and Tables

**Figure 1:**
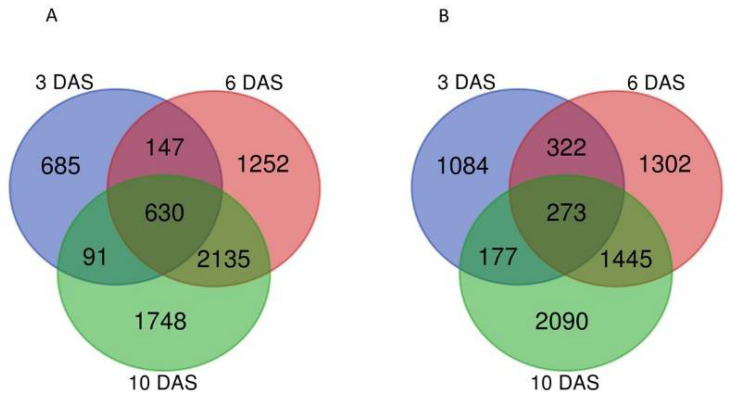
Comparison of DEGs induced by *A. brassicicola* at 3, 6 and 10 DAS. (**A**) Upregulated genes and (**B**) down regulated genes. The Venn diagrams show common and specific DEGs (log2FC  >  1 or  <  −1 and Benjamini-Hochberg adjusted *p*-value <  0.05) from healthy and *A. brassicicola* infected samples from pre-germinative stage (3 days after sowing, DAS), seedling establishment (6 DAS) and seedling autotrophy establishment (10 DAS).

**Figure 3:**
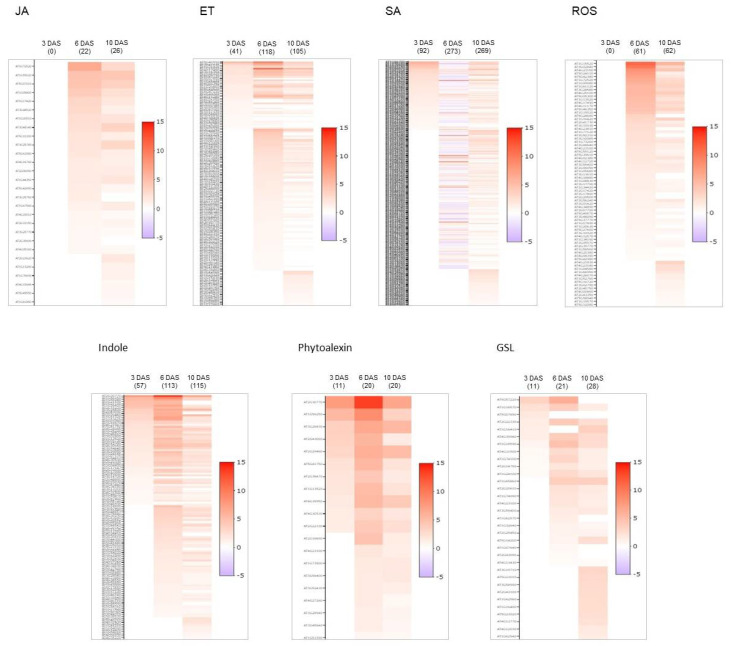
Heatmap of DEGs assigned to the main pathways and metabolism known to contribute to defense. Heatmap shows DEGs involved SA, JA, ET, indole and ROS pathways at 3, 6 and 10 DAS. Color scale is based on log2(FC): red for induced, white for non-differentially expressed and blue for repressed genes. The number of identified DEGS are indicated in brackets for each stage after sowing.

**Figure 4:**
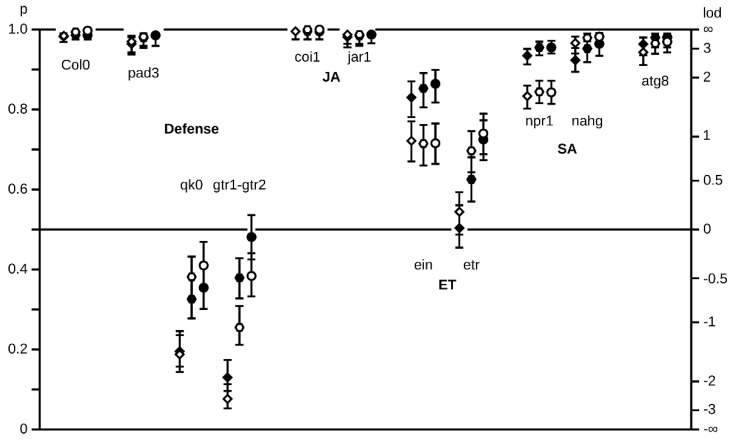
Seed germination rates of mutant phenotypes. Seed germination of defense defective mutants in healthy (non- infected seeds, withe dots) and infected (*Alternaria* infected seeds, black dots) conditions. Germination rates at 3, 6 and 10 DAS in *Arabidopsis* wild-type (Col-0) seeds and in the defective mutants (from a Col0 background) *pad3-1 (pad3), qk0 (qk0), gtr1gtr2 (gtr1gtr2), coi1-2 (coi1), jar1 (jar1), ein2 (ein), etr1 (etr), Nahg (nahg)* and *atg8 (atg8)*. Germination percentages are shown on the left scale and log odd ratios on the right scale. Error bars correspond to (non-symmetrical) 95% confidence intervals.

**Figure 5:**
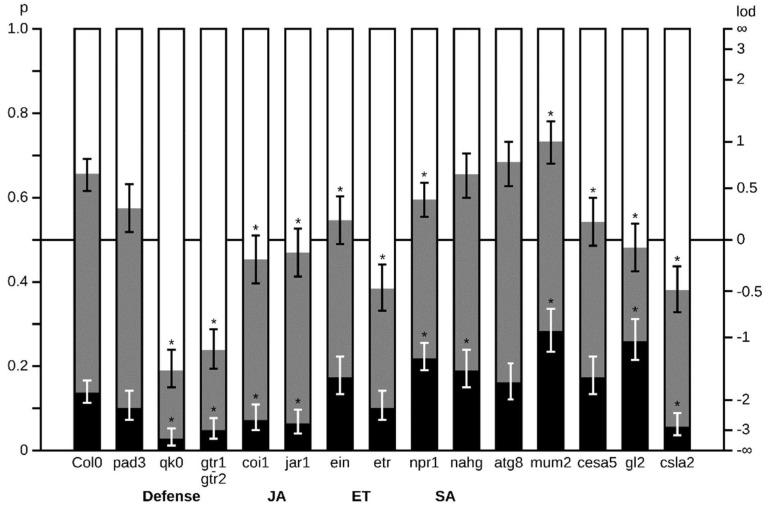
Rates of seedling colonization by *A. brassicicola* and of necrosis disease in defense and mucilage defective mutants. Seedling infestation at 10 DAS in *Arabidopsis* wild-type (Col-0) seeds and in the defective mutants (Col-0 background) *pad3-1 (pad3), qk0 (qk0), gtr1gtr2 (gtr1gtr2), coi1-2 (coi1), jar1 (jar1), ein2 (ein), etr1 (etr), Nahg (nahg), atg8 (atg8), mum2-1 (mum2), cesa5 (cesa5), gl2-1 (gl2), csla2.1 (csla)*. White color: No *A. brassicicola* mycelium present. Grey color: mycelium is present but there is no necrosis. Black color: both *A. brassicicola* mycelium and *A. brassicicola* caused necrosis are present. Probabilities are shown on the left scale and log odd ratios on the right scale. Error bars correspond to (non-symmetrical) 95% confidence intervals. For necrosis probabilities, asterisks indicate probabilities that are significantly (*p* < 0.05) different compared to Col-0 wild-type.

**Figure 6:**
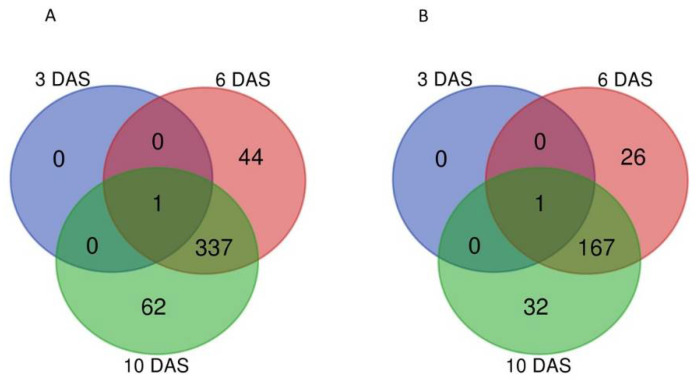
Comparison of DEGs induced by *A. brassicicola* identified by van Wees et al. [27]. Number of genes induced by *A. brassicicola* in rosette leave [27], were compared with upregulated genes in germinating seeds and seedlings (at 3, 6 and 10 DAS respectively). The number of common DEGs to those identified by van Wees et al. [27] are shown in the Venn diagram. (**A**) Comparison with genes induced by *A. brassicicola*; (**B**) Comparison with genes induced by *A. brassicicola* and related to the JA pathway.

## Data Availability

The RNA-seq datasets is publicly available in the repository NCBI GEO, number GSE199977: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199977 (accessed on 15 May 2022) [40].

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/plants11131708/s1, Figure S1: Number of differentially expressed genes (DEGs) assigned to SA, JA, ET, indole and ROS pathways; Table S1: Differentially expressed genes (DEGs) between healthy and *A. brassicicola* infected samples at 3, 6 and 10 days after sowing (DAS); Table S2: Enriched GO terms analysis of differentially expressed genes (DEGs) between healthy and *A. brassicicola* infected conditions at 3, 6 and 10 days after sowing (DAS) and their respective statistics; Table S3: Heatmap for the number of differentially expressed genes (DEGs) assigned to SA, JA, ET, indole and ROS pathways at 3, 6 and 10 days after sowing (DAS); Table S4: Quantification of seed colonization and necrosis symptoms in mutants at 3, 6 and 10 days after sowing (DAS); Table S5: Comparison of differentially expressed genes (DEGs) induced by *A. brassicicola* identified in van Wees et al. [27].

# Supplementary material for: Seed Transmission of Pathogens: Non-Canonical Immune Response in Arabidopsis Germinating Seeds Compared to Early Seedlings against the Necrotrophic Fungus Alternaria brassicicola
**Source:** Plants (Basel). 2022 Jun 28;11(13):1708. doi: 10.3390/plants11131708
**Supplement:** Supplementary file 1

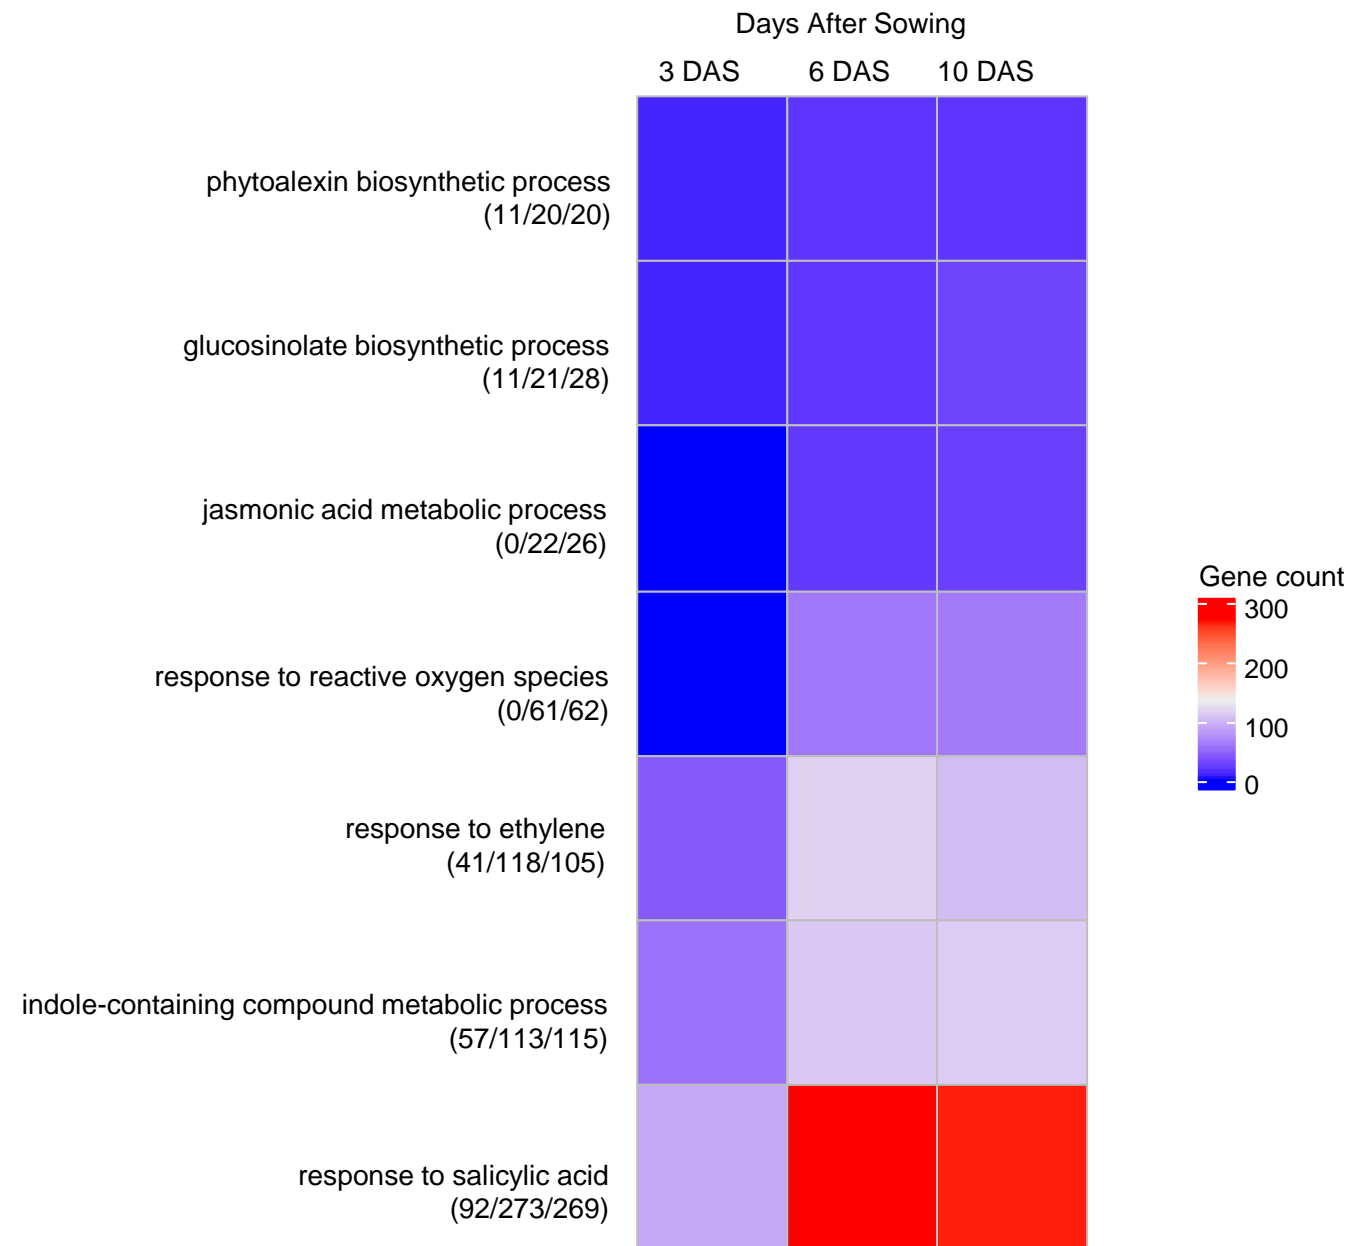

**Supplementary Figure S1:** Number of differentially expressed genes (DEGs) assigned to SA, JA, ET, indole and ROS pathways. Heatmap shows the number of DEGs assigned to these biological processes at 3, 6 and 10 days after sowing (DAS). Colour scale is based on the number of genes counted for each GO term, the scale colour goes from blue to red, starting at 0 and ending at 273 for our data.

How the deposited data were processed for this re-analysis (not part of the article)

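RNA of Col-0 seeds and seedlings was measured at 3, 6 and 10 DAS, healthy or inoculated with *A. brassicicola*, with 3 replicates in each of 6 groups. The paper gives a seed mass of 20 mg per sample, and the labels of the deposited samples give 360 mg. The authors mapped paired-end reads with SALMON on Araport11 and deposited estimated counts per transcript, without normalization. They deposited a table of fungal transcripts in the same form, and the paper's text does not say how it was made. All 48072 transcripts found in the TAIR10.1 reference had the same length there, out of 48268.

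Transcript counts were summed to 27587 genes and rounded. Genes were tested with edgeR 4.0.16 on R 4.3.3, with its filter on low counts by group, TMM factors and the robust quasi-likelihood fit over all 18 libraries. Adjusted p values are Benjamini-Hochberg values of this test over the genes of a comparison, with a limit of 0.05. The infection effect was infected minus healthy at a stage, and differences between stages were tested as differences of these effects. Standard errors are those implied by the test. The log2 CPM values of the principal components used a prior count of 2, and CPM values of genes are normalized by the TMM factors. The fungal table was fitted in the same way over the 9 infected libraries.

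Before the data were examined, 18 lists of 203 genes were written, of which 199 were tested. Some of these genes had been seen in the paper's tables, which rest on the same libraries. Lists were tested with camera of limma 3.58.1 at a correlation of 0.01, with fry and with an estimated correlation beside it, adjusted over all pairs of list and comparison. Numbers of genes over the list alone are adjusted over the genes of the list only. Genes that the text names are those of the lists, those the paper names, and, at each stage, the 5 largest rises and the 5 largest falls among called genes without overlap between infected and healthy libraries. For the fungus, at most 2 rises and 2 falls from 3 to 10 DAS were named by the same rule. Values in the paper's tables counted as seen. A gene at 0 in a group has a bound against 3 counts over the group, and a gene with 1 to 3 counts has a ratio with a 95% counting interval, both of which cover counting error only. Results for the genes of the paper's supplementary tables S2 were added after the data were seen, and these genes were chosen by the authors on these libraries.

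The alternatives were DESeq2 1.42.0, RLE size factors, no filter, at least 10 counts in every library, each stage fitted alone, replicate blocks, each library left out in turn, fry, an estimated correlation, a minimum absolute log2 fold change of 1, and, chosen after seeing the data, DESeq2 with each stage fitted alone and thinning to the smallest total. With a library left out, its group is assumed to vary like the others. Correlations and percentages counted as the same when they moved by less than their jackknife SD over the libraries left out, and counts when they stayed within 1.5 times. Other splits of the libraries were counted over all splits of 3 against 3 for a stage and over random draws with a fixed seed for differences between stages.

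The calculation was tested on simulated data with 200 genes changed by 2 on the log2 scale. edgeR recovered 184 at 6 DAS and called 5 unchanged genes, recovered 158 for 6 minus 3 DAS with 6, and called 1 with none changed at 3 DAS. DESeq2 recovered 187 with 40 unchanged genes called, and the fungal fit 190 with 21. Of 18 lists, camera called the 1 that was changed and 0 others. The simulated genes were drawn independently, so this does not test camera on lists whose genes vary together. On the real libraries, other splits called a median of 6, 11 and 10 lists at 3, 6 and 10 DAS. No gene ontology annotation was held, so the enrichment of terms was not analysed here. Tables S1 and S2 were held in part, so no overlap with them was tested.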

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

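The tests of library size and of the size factors for the differences between stages were chosen after the counts were seen, and the tests by other splits and of the pace of development were set before. The infection effect differed between 6 and 3 DAS for 6212 genes, between 10 and 3 DAS for 5011 and between 10 and 6 DAS for 1929, by edgeR's test of the difference itself. The count for 10 and 3 DAS was 3182 without infected 10 DAS replicate 3, and the count for 10 and 6 DAS was 895 without healthy 10 DAS replicate 2, 983 without healthy 10 DAS replicate 3, 1108 without infected 6 DAS replicate 3 and 1278 without healthy 6 DAS replicate 2. Reassigned treatment labels within the stages gave as many genes in 1 of 25, 1 of 25 and 1 of 25 draws, the real labels included. These draws break the infection effect itself, so they set these 3 counts against labels without any such effect. They cannot decide whether an effect present at both stages differs between them. The highest counts of reassigned labels were 0, 3259 and 1529. Labels were not reassigned without the libraries just named, so the lower counts there were not tested against chance. With all libraries thinned to the smallest total the counts were 5469, 4285 and 1586, and with RLE size factors 6122, 4991 and 1888, which argues against library size and size factors as the whole cause.

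A change in the pace of development could contribute to these differences. Across genes, the infection effect at 6 DAS correlated with the change between healthy libraries from 3 to 10 DAS (Pearson's r = 0.418, Spearman's rho 0.357), in the direction of later development. At 10 DAS the correlation with the change from 3 to 6 DAS was -0.103 (Spearman's rho -0.171, and -0.216 with at least 10 counts in every library). This is near 0 but in the direction of earlier development, and leaves a delay open. At 3 DAS the correlation with the change from 6 to 10 DAS was 0.199 (rho 0.0472, from -0.0101 to 0.0961 over the alternatives), or 0.0943 without healthy 3 DAS replicate 1. This is near 0 by rank and leaves a small part open. A different response of seeds and seedlings to the fungus also stays open and was not tested apart from it.

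Single genes whose infection effect differed between stages were CYP79B2 (3.54, edgeR adjusted p = 3.01e-05, for 6 minus 3 DAS), IGMT1 (-4.87, edgeR adjusted p = 1.68e-06, for 10 minus 3 DAS), LOX2 (5.48, edgeR adjusted p = 0.000447, for 6 minus 3 DAS and 6.57, edgeR adjusted p = 0.000255, for 10 minus 3 DAS), WRKY70 (3.45, edgeR adjusted p = 0.00282, for 6 minus 3 DAS), CSLA2 (-1.39, edgeR adjusted p = 0.00162, for 6 minus 3 DAS) and SESA3 (-4.13, edgeR adjusted p = 0.0012, for 6 minus 3 DAS), all on the log2 scale. In IGMT1 23.8% and in SESA3 9.08% of the stretches of 31 bases also lie in another gene, which was not tested as an explanation. The calls of these 7 differences held without any 1 library.

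For gene lists, the median difference between 6 and 3 DAS was 3.06 (camera adjusted p = 1.33e-06, 1.83e-08 to 0.0335 over the alternatives) for camalexin, 2.08 (camera adjusted p = 1.79e-10, 4.18e-15 to 0.0381 over the alternatives) for indole glucosinolates, 2.08 (camera adjusted p = 1.41e-05, 6.16e-07 to 0.0771 over the alternatives) for the jasmonate response and 1.41 (camera adjusted p = 1.99e-12, 3.13e-14 to 0.00788 over the alternatives) for jasmonate synthesis. It was -1.14 (camera adjusted p = 4.51e-09, 7.91e-12 to 0.278 over the alternatives) for photosynthesis, 1.05 (camera adjusted p = 4.66e-05, 6.8e-06 to 0.0886 over the alternatives) for ROS, 1.96 (camera adjusted p = 2.4e-09, 6.26e-11 to 0.0557 over the alternatives) for SA, 2.68 (camera adjusted p = 6.79e-05, 4.22e-06 to 0.11 over the alternatives) for cell death and 1.49 (camera adjusted p = 7.71e-06, 5.93e-09 to 0.161 over the alternatives) for ER stress. Between 10 and 3 DAS it was 1.89 (camera adjusted p = 0.000119, 6.12e-06 to 0.101 over the alternatives) for the jasmonate response, 1.48 (camera adjusted p = 1.3e-11, 3.29e-13 to 0.00811 over the alternatives) for jasmonate synthesis, -0.72 (camera adjusted p = 5.53e-05, 5.61e-10 to 0.465 over the alternatives) for photosynthesis, 2.01 (camera adjusted p = 4.69e-08, 4.2e-10 to 0.0752 over the alternatives) for SA and 1.99 (camera adjusted p = 0.00169, 8.29e-05 to 0.177 over the alternatives) for cell death. Between 10 and 6 DAS it was 3.07 (camera adjusted p = 5.28e-05, 1.52e-06 to 0.0909 over the alternatives) for aliphatic glucosinolates, -2.66 (camera adjusted p = 3.18e-10, 7.23e-16 to 0.00728 over the alternatives) for camalexin and -1.49 (camera adjusted p = 9.44e-16, 1.15e-29 to 0.0136 over the alternatives) for indole glucosinolates. Camera also called ethylene (1.08, adjusted p = 1.19e-05) and ethylene and jasmonate defense (3.485, 0.00375) between 6 and 3 DAS. ERAD (0.76, 0.0113) and seed storage (-2.22, 0.00657) were called there too. For 10 minus 3 DAS it called ER stress (1.64, 1.93e-07), ethylene and jasmonate defense (3.48, 0.00914) and seed storage (-3.005, 0.000287). For 10 minus 6 DAS it called ethylene (-1.19, 1.73e-07), ROS (-0.49, 0.000182) and photosynthesis (0.36, 0.00446). Reassigned labels gave as many called lists in 1 of 25 draws for 6 and 3 DAS, the real labels included, with the same limit as for the genes. They did so in 16 of 25 draws for 10 and 3 DAS and in 17 of 25 for 10 and 6 DAS, where chance cannot be excluded for the number of lists. The lists given without a range had a camera adjusted p from 0.0886 to 0.612 with an estimated correlation, so none was called. For photosynthesis between 10 and 6 DAS the fry adjusted p was 0.204.

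Fungal counts, which the paper does not analyse, were above those of the healthy libraries at every stage. As a percent of all counts they were 54.3 ± 3.59% in infected and 0.00788 ± 0.000866% in healthy libraries (SD, n = 3 each, a difference of 54.3) at 3 DAS, 74.7 ± 2.05% in infected and 0.0197 ± 0.00745% in healthy libraries (SD, n = 3 each, a difference of 74.7) at 6 DAS and 41.1 ± 8.03% in infected and 0.0206 ± 0.0229% in healthy libraries (SD, n = 3 each, a difference of 41.1) at 10 DAS. The exact permutation p is 0.1 for each, the smallest that 3 libraries against 3 can give. Without the fungal genes that have a count in a healthy library the differences were 14.3, 34.5 and 13.7. This drops 4128 fungal genes, and healthy 10 DAS replicate 3 alone had counts on 3147. The fungal counts of that library correlated with the infected profile (Spearman's rho 0.602). The fall therefore does not measure how much of the share is mismatched reads. Inoculation with the fungus is the biological explanation the design gives. No technical explanation for the share itself was tested.

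Between stages, the fungal genes called were 5516 (2741 higher and 2775 lower, 53.7% of 10265 tested) for 6 minus 3 DAS, 7134 (3435 higher and 3699 lower, 69.5% of 10265 tested) for 10 minus 3 DAS and 4366 (2043 higher and 2323 lower, 42.5% of 10265 tested) for 10 minus 6 DAS, by edgeR's quasi-likelihood test on the infected libraries. The last count was 2851 without infected 10 DAS replicate 2 (1339 higher and 1512 lower), and the number higher was 1296 without infected 6 DAS replicate 3. Other splits gave as many in 1 of 10, 1 of 10 and 1 of 10, the real split included. Apart from the real split they called at most 0, 0 and 2 genes, which argues against chance. With 10 splits the share cannot fall below 1 of 10, so these are too few splits to exclude chance. From 3 to 10 DAS, tig00000000_Abra00946 went from 0 to 627 counts over the 3 libraries and tig00000028_Abra09853 from 1 to 1233. In the other direction, tig00000037_Abra12327 went from 2875 counts to 0, and tig00000004_Abra03698 had a log2 fold change of -8.41 (standard error 0.856, edgeR adjusted p = 5.39e-05). No technical explanation for these changes was tested apart from other splits, and the growth of the fungus over time stays open.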

How the results depend on the processing

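The choices DESeq2 with each stage fitted alone and thinning to the smallest total were added after seeing the data, and the others were set before. Of 8095 comparisons of 303 results under 35 alternatives, 7680 kept their direction and side of the threshold (or moved by less than their spread), 185 were no longer past it, 59 passed it, 43 changed direction and 128 values without a test moved. Single genes are named below only where their direction changed. Of 3202 comparisons of single genes these numbers were 3044, 138, 17 and 3. The stages fitted alone give no difference between stages, so these have no value under that choice. A minimum fold change lowers counts by construction, and the filters change which genes are tested. For the other changes the cause was not tested. Here S2, S3 and S5 stand for genes of the paper's tables called up or down, r for Pearson's correlation of infection effects between stages or with development, and a list for its median log2 fold change.

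Infected and healthy libraries of the same replicate number had deviations from their group means that correlated from 0.0407 to 0.315, with 4 of 9 over 0.1. Libraries of unlike replicate numbers were not compared, so a pairing by replicate number stays open. With a replicate block 292 of 297 results were the same, and with a block within stage 271 of 288.

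With DESeq2, results past the threshold only then were the list reactive oxygen at 3 DAS (0.0139), the list seed storage at 6 DAS (-2.31) and the list ATG8 at 10 DAS (0.52). Results of the opposite direction were the list camalexin for 10 minus 3 DAS (0.00321). Results moved were genes down at 3 DAS (1769), S2 ERAD pathway (6 DAS) up at 3 DAS (1), S2 starch metabolism (10 DAS) down at 3 DAS (5), S2 carotenoid metabolism (10 DAS) down at 3 DAS (1), r of 3 DAS with 6 DAS (0.315), r of 3 DAS with 10 DAS (0.180) and r of 6 DAS with 10 DAS (0.546).

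With no filter on low counts, results past the threshold only then were the list ATG8 at 6 DAS (0.47), the list seed storage at 6 DAS (-2.39), the list ATG8 at 10 DAS (0.47) and the list low oxygen for 10 minus 6 DAS (-0.14). Results moved were r of 3 DAS with 6 DAS (0.269), r of 3 DAS with 10 DAS (0.163), r of 6 DAS with 10 DAS (0.535) and r with development, 6 DAS with healthy 10 minus 3 DAS (0.342).

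With at least 10 counts in every library, results no longer past the threshold were the list aliphatic glucosinolate at 10 DAS (1.31), the list reactive oxygen at 10 DAS (0.66) and the list seed storage at 10 DAS (-2.03). Results past the threshold only then were the list jasmonate response at 3 DAS (0.28) and the list low oxygen for 10 minus 6 DAS (-0.13). Results of the opposite direction were the list camalexin for 10 minus 3 DAS (1.1). Results moved were S3 salicylic acid up at 3 DAS (50), r of 3 DAS with 6 DAS (0.363), r of 3 DAS with 10 DAS (0.198), r with development, 3 DAS with healthy 10 minus 6 DAS (0.0913), r with development, 6 DAS with healthy 10 minus 3 DAS (0.328) and r with development, 10 DAS with healthy 6 minus 3 DAS (-0.223).

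With each stage fitted alone, results no longer past the threshold were the list ER-associated degradation at 10 DAS (0.51). Results past the threshold only then were the list seed storage at 3 DAS (0.45) and the list ATG8 at 10 DAS (0.46). Results moved were genes down at 6 DAS (3144), S2 ERAD pathway (6 DAS) up at 3 DAS (1) and r of 3 DAS with 6 DAS (0.562).

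With a replicate block within stage, results past the threshold only then were the list ATG8 at 10 DAS (0.46). Results of the opposite direction were the list ATG8 at 3 DAS (0.00249), the list mucilage mutant genes at 10 DAS (-0.0238) and the list camalexin for 10 minus 3 DAS (0.11). Results moved were S3 jasmonate metabolism up at 3 DAS (2), S2 ERAD pathway (6 DAS) up at 3 DAS (1), S2 starch metabolism (10 DAS) down at 3 DAS (5) and S2 carotenoid metabolism (10 DAS) down at 3 DAS (1).

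With DESeq2 and each stage fitted alone, results moved were genes called at 3 DAS (3604), genes up at 3 DAS (1608), genes down at 3 DAS (1996), genes down at 6 DAS (3431), S2 ERAD pathway (6 DAS) up at 3 DAS (1), S2 carotenoid metabolism (10 DAS) down at 3 DAS (1), r of 3 DAS with 6 DAS (0.378) and r of 3 DAS with 10 DAS (0.200).

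With an absolute log2 fold change over 1, results moved were genes called at 3 DAS (1142), genes up at 3 DAS (604), genes down at 3 DAS (538), genes called at 6 DAS (4782), genes up at 6 DAS (2392), genes down at 6 DAS (2390), genes called at 10 DAS (3463), genes up at 10 DAS (2196), genes down at 10 DAS (1267) and genes down at all 3 stages (82). Also moved were S3 ethylene up at 6 DAS (74), S3 ethylene up at 10 DAS (55), S2 ERAD pathway (6 DAS) up at 6 DAS (9), S2 ERAD pathway (6 DAS) up at 10 DAS (8), S2 chloroplast rRNA processing (6 DAS) down at 6 DAS (4), S2 chloroplast rRNA processing (6 DAS) down at 10 DAS (4), S2 starch metabolism (10 DAS) down at 3 DAS (0), S2 starch metabolism (10 DAS) down at 6 DAS (8), S2 starch metabolism (10 DAS) down at 10 DAS (11) and S2 carotenoid metabolism (10 DAS) down at 6 DAS (2). Also moved were S2 carotenoid metabolism (10 DAS) down at 10 DAS (7), fungal genes called for 6 minus 3 DAS (1923), fungal genes higher for 6 minus 3 DAS (1209), fungal genes lower for 6 minus 3 DAS (714), fungal genes called for 10 minus 3 DAS (3748), fungal genes higher for 10 minus 3 DAS (2044), fungal genes lower for 10 minus 3 DAS (1704), fungal genes called for 10 minus 6 DAS (1447), fungal genes higher for 10 minus 6 DAS (794) and fungal genes lower for 10 minus 6 DAS (653).

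With fry in place of camera, results no longer past the threshold were the list photosynthesis at 3 DAS (-0.52). Results past the threshold only then were the list reactive oxygen at 3 DAS (0.0398), the list ATG8 at 6 DAS (0.47), the list hormone mutant genes at 6 DAS (0.11), the list mucilage mutant genes at 6 DAS (-0.65) and the list ATG8 at 10 DAS (0.47).

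With camera at an estimated correlation, results no longer past the threshold were the list ethylene at 3 DAS (1.1), the list low oxygen at 3 DAS (1.67), the list photosynthesis at 3 DAS (-0.52), the list ER stress at 6 DAS (1.62), the list ER-associated degradation at 6 DAS (0.67), the list cell death at 6 DAS (2.3), the list ethylene at 6 DAS (2.24), the list ethylene and jasmonate defense at 6 DAS (4.57), the list jasmonate response at 6 DAS (1.49) and the list low oxygen at 6 DAS (1.4). Also no longer past the threshold were the list photosynthesis at 6 DAS (-1.68), the list reactive oxygen at 6 DAS (1.31), the list salicylic acid at 6 DAS (1.51), the list ER stress at 10 DAS (1.66), the list ER-associated degradation at 10 DAS (0.52), the list aliphatic glucosinolate at 10 DAS (2.50), the list cell death at 10 DAS (2.07), the list ethylene at 10 DAS (0.72), the list jasmonate response at 10 DAS (1.23) and the list low oxygen at 10 DAS (1.35). Also no longer past the threshold were the list photosynthesis at 10 DAS (-1.24), the list reactive oxygen at 10 DAS (0.82), the list salicylic acid at 10 DAS (1.64), the list seed storage at 10 DAS (-2.79), the list ER stress for 6 minus 3 DAS (1.49), the list cell death for 6 minus 3 DAS (2.68), the list jasmonate response for 6 minus 3 DAS (2.08), the list photosynthesis for 6 minus 3 DAS (-1.14), the list reactive oxygen for 6 minus 3 DAS (1.05) and the list salicylic acid for 6 minus 3 DAS (1.96). Also no longer past the threshold were the list cell death for 10 minus 3 DAS (1.99), the list jasmonate response for 10 minus 3 DAS (1.89), the list photosynthesis for 10 minus 3 DAS (-0.72), the list salicylic acid for 10 minus 3 DAS (2.01) and the list aliphatic glucosinolate for 10 minus 6 DAS (3.07).

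With RLE size factors, results past the threshold only then were the list seed storage at 6 DAS (-2.31). Results of the opposite direction were the list camalexin for 10 minus 3 DAS (0.00303).

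With a replicate block, results past the threshold only then were the list seed storage at 6 DAS (-2.42) and the list ATG8 at 10 DAS (0.46).

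With all libraries thinned to the smallest total, results no longer past the threshold were the list ER-associated degradation at 10 DAS (0.45). Results past the threshold only then were the list reactive oxygen at 3 DAS (0.0439) and the list low oxygen for 10 minus 6 DAS (-0.17). Results of the opposite direction were the list camalexin for 10 minus 3 DAS (0.53).

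As fungal over Arabidopsis counts, results moved were fungal share, infected against healthy at 3 DAS (120), fungal share, infected against healthy at 6 DAS (297), fungal share, infected against healthy at 10 DAS (71.8), fungal share for infected 6 minus 3 DAS (178), fungal share for infected 10 minus 3 DAS (-47.8) and fungal share for infected 10 minus 6 DAS (-225).

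Without fungal genes with a count in a healthy library, results moved were fungal share, infected against healthy at 3 DAS (14.3), fungal share, infected against healthy at 6 DAS (34.5), fungal share, infected against healthy at 10 DAS (13.7), fungal share for infected 10 minus 3 DAS (-0.607) and fungal share for infected 10 minus 6 DAS (-20.8).

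Single genes no longer past the threshold and past it only then numbered 0 and 2 of 121 with DESeq2, 2 and 1 of 121 with RLE size factors, 4 and 0 of 121 with no filter on low counts, 0 and 0 of 74 with at least 10 counts in every library, 8 and 0 of 111 with each stage fitted alone, 3 and 0 of 121 with a replicate block, 6 and 3 of 121 with a replicate block within stage, 2 and 2 of 114 with DESeq2 and each stage fitted alone and 6 and 0 of 120 with all libraries thinned to the smallest total.

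Leaving out each library in turn moved results over these ranges, with the library left out in brackets: genes up at 3 DAS 465 (infected 3 DAS replicate 2) to 1295 (healthy 6 DAS replicate 1), S3 jasmonate metabolism up at 3 DAS 0 (healthy 3 DAS replicate 2) to 2 (healthy 3 DAS replicate 1), S2 starch metabolism (10 DAS) down at 3 DAS 0 (healthy 3 DAS replicate 1) to 4 (healthy 6 DAS replicate 1), r of 3 DAS with 6 DAS 0.398 (healthy 3 DAS replicate 1) to 0.467 (infected 3 DAS replicate 2), r with development, 3 DAS with healthy 10 minus 6 DAS 0.0943 (healthy 3 DAS replicate 1) to 0.206 (healthy 3 DAS replicate 2), genes called at 3 DAS 864 (infected 3 DAS replicate 2) to 3085 (healthy 6 DAS replicate 1).

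Further ranges were genes down at 3 DAS 399 (infected 3 DAS replicate 2) to 1790 (healthy 6 DAS replicate 1), genes down at all 3 stages 87 (infected 3 DAS replicate 1) to 303 (healthy 6 DAS replicate 1), S5 shared with leaves, jasmonate-related up at 3 DAS 23 (infected 3 DAS replicate 2) to 46 (healthy 6 DAS replicate 1), S2 ERAD pathway (6 DAS) up at 3 DAS 0 (healthy 3 DAS replicate 1) to 1 (healthy 6 DAS replicate 1), S2 carotenoid metabolism (10 DAS) down at 3 DAS 0 (healthy 3 DAS replicate 1) to 1 (healthy 6 DAS replicate 1), genes differing for 10 minus 6 DAS 895 (healthy 10 DAS replicate 2) to 2374 (healthy 10 DAS replicate 1).

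Further ranges were r of 3 DAS with 10 DAS 0.236 (healthy 10 DAS replicate 1) to 0.307 (healthy 10 DAS replicate 3), r of 6 DAS with 10 DAS 0.575 (healthy 10 DAS replicate 1) to 0.672 (healthy 10 DAS replicate 3), genes up at all 3 stages 308 (infected 3 DAS replicate 2) to 568 (healthy 6 DAS replicate 1), S3 salicylic acid up at 3 DAS 52 (infected 3 DAS replicate 2) to 89 (healthy 6 DAS replicate 1), S3 ROS up at 3 DAS 12 (infected 3 DAS replicate 2) to 20 (infected 10 DAS replicate 1), S5 shared with leaves up at 3 DAS 49 (infected 3 DAS replicate 2) to 92 (healthy 6 DAS replicate 1).

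Further ranges were GL2 log2 fold change at 3 DAS -0.0655 (infected 3 DAS replicate 2) to 0.19 (infected 3 DAS replicate 3), S2 chloroplast rRNA processing (6 DAS) down at 3 DAS 0 (healthy 3 DAS replicate 1) to 1 (infected 3 DAS replicate 3), CESA5 log2 fold change at 10 DAS -0.24 (infected 10 DAS replicate 2) to 0.13 (infected 10 DAS replicate 1), MUM2 log2 fold change at 10 DAS -0.0572 (infected 10 DAS replicate 2) to 0.34 (infected 10 DAS replicate 1), genes down at 10 DAS 2225 (infected 10 DAS replicate 3) to 3768 (healthy 6 DAS replicate 1), genes differing for 10 minus 3 DAS 3182 (infected 10 DAS replicate 3) to 6054 (healthy 6 DAS replicate 1).

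Further ranges were S2 ERAD pathway (6 DAS) up at 10 DAS 13 (infected 10 DAS replicate 3) to 25 (infected 10 DAS replicate 1), S2 chloroplast rRNA processing (6 DAS) down at 10 DAS 8 (infected 10 DAS replicate 3) to 15 (healthy 3 DAS replicate 1), the list cell death at 3 DAS -0.0451 (healthy 3 DAS replicate 1) to 0.43 (healthy 3 DAS replicate 2), the list ethylene and jasmonate defense at 3 DAS 0.00 (healthy 3 DAS replicate 1) to 0.66 (healthy 3 DAS replicate 2), the list reactive oxygen at 3 DAS -0.11 (healthy 3 DAS replicate 1) to 0.0659 (healthy 3 DAS replicate 2), the list salicylic acid at 3 DAS -0.45 (infected 3 DAS replicate 1) to -0.24 (infected 3 DAS replicate 3).

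Further ranges were the list seed storage at 3 DAS -0.00654 (healthy 3 DAS replicate 2) to 1.69 (healthy 3 DAS replicate 1), the list ATG8 at 10 DAS 0.32 (infected 10 DAS replicate 3) to 0.53 (infected 10 DAS replicate 1), the list aliphatic glucosinolate for 10 minus 3 DAS 1.49 (healthy 3 DAS replicate 2) to 2.4 (healthy 10 DAS replicate 1), the list camalexin for 10 minus 3 DAS -0.20 (infected 3 DAS replicate 3) to 0.20 (healthy 10 DAS replicate 3), the list low oxygen for 10 minus 3 DAS -0.20 (infected 10 DAS replicate 1) to 0.20 (infected 10 DAS replicate 2), the list ATG8 at 3 DAS -0.19 (infected 3 DAS replicate 2) to 0.29 (healthy 3 DAS replicate 2).

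Further ranges were the list hormone mutant genes at 3 DAS -0.16 (infected 3 DAS replicate 2) to 0.0168 (healthy 3 DAS replicate 2), the list ER stress at 3 DAS -0.11 (infected 3 DAS replicate 3) to 0.0782 (infected 3 DAS replicate 2), the list ER-associated degradation at 3 DAS -0.0661 (infected 3 DAS replicate 2) to 0.14 (healthy 3 DAS replicate 2), the list low oxygen for 6 minus 3 DAS -0.15 (infected 6 DAS replicate 2) to 0.47 (healthy 6 DAS replicate 1), the list low oxygen for 10 minus 6 DAS -0.52 (infected 10 DAS replicate 1) to 0.0797 (infected 10 DAS replicate 2), the list aliphatic glucosinolate at 6 DAS -0.55 (healthy 6 DAS replicate 1) to 0.0886 (infected 6 DAS replicate 1).

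Further ranges were the list seed storage at 6 DAS -2.90 (healthy 6 DAS replicate 3) to -1.05 (healthy 6 DAS replicate 1), the list ER-associated degradation at 10 DAS 0.29 (infected 10 DAS replicate 3) to 0.72 (infected 10 DAS replicate 1), the list mucilage mutant genes at 10 DAS -0.15 (infected 10 DAS replicate 2) to 0.23 (infected 10 DAS replicate 1), the list aliphatic glucosinolate at 10 DAS 2.21 (infected 10 DAS replicate 2) to 2.91 (healthy 10 DAS replicate 1), the list jasmonate response for 10 minus 6 DAS -0.21 (healthy 6 DAS replicate 3) to 0.0392 (infected 6 DAS replicate 1), fungal genes higher for 10 minus 6 DAS 1296 (infected 6 DAS replicate 3) to 2390 (infected 3 DAS replicate 2).

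Further ranges were fungal genes called for 10 minus 6 DAS 2851 (infected 10 DAS replicate 2) to 4804 (infected 10 DAS replicate 1), fungal genes lower for 10 minus 6 DAS 1512 (infected 10 DAS replicate 2) to 2532 (infected 10 DAS replicate 1).

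Depth limits the 6 DAS infected libraries, with 8.69 M Arabidopsis counts in the smallest. Thinned to that total, 1805 genes were called at 3 DAS.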

Differences from the paper's values

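The paper's count of genes called at 3 DAS is 3409, against 2181 here. Of 26 alternatives set before the data were examined, 4 no longer differ by this measure (DESeq2, replicate block within stage, without healthy 6 DAS replicate 1, without infected 6 DAS replicate 1), and the others, from 864 to 2269, do. DESeq2 with each stage fitted alone, chosen after seeing the values, gives 3604. Of the 1996 genes of the paper's 3 DAS list that could be read, edgeR over all libraries does not call 840, DESeq2 over all libraries 528 and DESeq2 with each stage fitted alone 156. The part of that list held is incomplete. Here counts of called genes, at a stage or at all stages, differ when one is over 1.5 times the other, and counts within the tables of the paper when the gap is also above the jackknife SD over the libraries left out. Single genes differ when the gap is above the larger SD of the replicates. Among libraries left out 1 at a time, the count was 1226 without healthy 3 DAS replicate 2, 1306 without healthy 3 DAS replicate 3, 1040 without infected 3 DAS replicate 1 and 864 without infected 3 DAS replicate 2.

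For genes called up at all stages, the paper's text gives 273, against 501 here. Of 26 alternatives set before, 7 no longer differ (at least 10 counts in every library, without healthy 3 DAS replicate 1, without healthy 3 DAS replicate 2, without healthy 3 DAS replicate 3, without infected 3 DAS replicate 1, without infected 3 DAS replicate 2, absolute log2 fold change over 1), and the others do, over a range from 425 to 630. The count was 308 without infected 3 DAS replicate 2. For genes called down at all stages the paper's text gives 630, against 216 here, and none of 26 alternatives closes the gap (82 to 303, and 313 with DESeq2 and each stage fitted alone, chosen after seeing the values). Without 1 library it was 107 without healthy 3 DAS replicate 2, 87 without infected 3 DAS replicate 1 and 92 without infected 3 DAS replicate 2. Read by eye, Fig. 1A shows about 630 genes up and Fig. 1B about 270 genes down at all stages, which do not differ from the values here.

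Of the ROS genes of Table S3, the paper's table marks 0 as up at 3 DAS, against 19 here (12 to 23 over 26 alternatives, none of which closes the gap). The part held of the paper's own Table S1 lists 11 of these ROS genes as up at 3 DAS. Of the genes of Table S5, the paper marks 1 as up at 3 DAS, against 82 here (49 to 106, 117 with DESeq2 and each stage fitted alone, chosen after seeing the values, and no alternative closes the gap). The part held of Table S1 lists 69 of these 444 genes as up at 3 DAS, and 39 of those related to JA, so a part of these gaps lies between the paper's own tables. Of the genes related to JA in Table S5 the paper marks 1, against 43 here. Without infected 3 DAS replicate 2 it is 23, still far above the paper's number but with a gap below the jackknife SD of 26.5. It differs by this measure under the other alternatives set before, with 28 without healthy 3 DAS replicate 3. Without infected 3 DAS replicate 2 the ROS count was 12 and that of all Table S5 genes 49.

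For single genes at 3 DAS, the paper's log2 fold change is 7.64 for CYP71A13, against 10.89 here (10.39 to 13.33 over 24 alternatives, all of which differ, and 9.46 after thinning, chosen after seeing the values). For PRX33 it is 6.68, against 7.99 here, and only without healthy 3 DAS replicate 1 (7.54) is there no difference by this measure. For BAP2 it is 1.28, against 2.37 here (2.2 to 2.76), and for CYP79F1 1.44, against 3.56 here (3.21 to 4.68), with no alternative that closes either gap. For AT1G26240 and DIN11, which had no count in the healthy libraries, the paper's values are 3.82 and 1.97, against lower bounds of 10.93 and 8.62 here. With the bounds computed again under each of 24 alternatives, they ran from 10.34 to 11.15 and from 7.95 to 9.03, above the paper's values in each. Of 30 values of single genes compared with the supplement, these 6 differ, and the paper's value is the smaller in each. The paper's methods name the tool but not how its log2 fold changes were estimated, and no alternative varied this within that tool. These gaps therefore cannot be told apart from a difference in how fold changes were estimated.

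The paper's methods name 40 M per library, and the median of all deposited counts per library is 25.6 M. It is 41.2 M for the infected libraries, from 37.7 to 43.6 M apart from infected 3 DAS replicate 2 (26.0 M), and 24.8 M for the healthy ones (23.4 to 25.1 M), so only the latter and that library are far from the paper's number. The paper does not say whether this is reads or pairs, and no alternative applies to this value.

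The paper says that no genes of the JA and ROS responses are induced at 3 DAS. Here LOX4 (2.54, edgeR adjusted p = 0.0112), JAZ1 (0.74, 0.0487), PRX33 (7.99, 1.27e-07) and RBOHD (1.15, 0.00899) were higher on the log2 scale, while the median of the jasmonate synthesis list was -0.17. In the part held of the paper's own Table S1, LOX4 (2.13), JAZ1 (0.75) and PRX33 (6.68) are also higher at 3 DAS, so for these the difference is from the paper's text and not from its table. Without healthy 3 DAS replicate 2 LOX4 had an edgeR adjusted p of 0.0526. JAZ1 was not called, with the edgeR adjusted p in brackets, without healthy 3 DAS replicate 2 (0.168), infected 3 DAS replicate 2 (0.118), healthy 3 DAS replicate 1 (0.11), infected 3 DAS replicate 1 (0.108), infected 3 DAS replicate 3 (0.0944) and healthy 6 DAS replicate 2 (0.0629). Nor was this gene called without healthy 10 DAS replicate 3 (0.0625), infected 6 DAS replicate 3 (0.056), healthy 6 DAS replicate 3 (0.0548), healthy 6 DAS replicate 1 (0.0519) and infected 10 DAS replicate 2 (0.0518). Without infected 3 DAS replicate 2 RBOHD had an edgeR adjusted p of 0.0606. The paper's text has the JA pathway induced only from 10 DAS on, while its Table S3 marks 22 genes of JA metabolism as up at 6 DAS, against 23 here.

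The paper describes the genes behind the mucilage mutants as repressed by the infection. Here CSLA2 was higher at 3 DAS (0.74, edgeR adjusted p = 0.0198), MUM2 was lower at 3 DAS only (-0.95, 0.0102), and GL2 (-1.42, 0.00233), CESA5 (-0.63, 0.00941) and CSLA2 (-0.66, 0.0106) were lower at 6 DAS. At 10 DAS edgeR called none of these 4 with all libraries. CSLA2 at 10 DAS was called, with the log2 fold change and adjusted p in brackets, with a replicate block within stage (-0.44, 0.0191) and without infected 10 DAS replicate 1 (-0.64, 0.0145). GL2 at 10 DAS was called, with the log2 fold change and adjusted p in brackets, with a replicate block within stage (0.60, 0.032). CSLA2 at 3 DAS was not called, with the edgeR adjusted p in brackets, without healthy 3 DAS replicate 2 (0.0821) and infected 3 DAS replicate 3 (0.0614). Without healthy 6 DAS replicate 1 CSLA2 at 6 DAS had an edgeR adjusted p of 0.0503. MUM2 was not called, with the edgeR adjusted p in brackets, without infected 3 DAS replicate 2 (0.0603) and infected 3 DAS replicate 1 (0.0571).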

Other observations

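The tests of genomic DNA, of Arabidopsis reads matched to fungal genes, of library size by thinning, of the spread between replicates and of the ratio for each fungal gene were chosen after the values were seen, and the other tests in this part were set before. In infected 3 DAS replicate 2, 36 genes were over 10 CPM and over 10 times every other library, with a median of 24.8 CPM and 0.332% of its counts, where no other library had more than 3 such genes. Of the 33 with an entry in the annotation, 24.2% overlap an annotated non-coding gene, against 7.35% of all genes (one-sided Fisher's exact p = 0.00222). RNA from non-coding genes at the same place is a candidate explanation for a part of them. Genomic DNA would lie on silent genes as well. Of 1689 genes without a count in the other 2 libraries of its group and with one in another group, 0.296% were over 10 CPM in this library and 24.1% had any count (median 0 CPM), which argues against genomic DNA as the cause of the level of the 36. A small amount of it stays open, since at equal depth the library had a count on 22838 genes, against 22386 and 22104 in the others of its group, and 0.0286% of its counts on mitochondrial genes, against 0.0135 and 0.00848%. Chloroplast genes held 1.1% of its counts, against a mean of 0.457% in the others of its group. No biological explanation was tested.

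Healthy 10 DAS replicate 3 had 11656 fungal counts on 3147 genes. Its fungal counts correlated with the profile of the infected libraries (Spearman's rho 0.602), against 0.171 to 0.359 in the other healthy libraries. Without the gene with most counts it had 437 fungal CPM, against 34.0 and 39.1 in the others of its group, which argues against Arabidopsis reads matched to fungal genes as its cause. Reads or RNA of infected samples would raise the Arabidopsis genes that infection raises. On 89 such genes the library had 35487 counts, against 6924 and 31167 in the others, whose spread is far above the 208 counts that the fungal counts would need. This explanation and a light infection of the sample cannot be told apart.

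More genes were called at 6 and 10 DAS than at 3 DAS. With all libraries thinned to the smallest total, 1805 genes were called at 3 DAS, still fewer than at the later stages, which argues against library size. With each stage fitted alone, the median biological coefficient of variation was 0.183 at 3 DAS, 0.214 at 6 DAS and 0.172 at 10 DAS. Without healthy 3 DAS replicate 1 it was 0.158 at 3 DAS, with 2806 genes called. The fits without 1 library at the later stages that had a larger spread than this called at least 4231 genes at 6 DAS and 4955 at 10 DAS, which argues against a larger spread at 3 DAS as the whole cause. A smaller effect of infection on seeds stays open.

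Other splits of the 6 libraries of a stage gave as many called genes in 1 of 10, 1 of 10 and 1 of 10 at 3, 6 and 10 DAS, and as many called lists in 8 of 10, 5 of 10 and 1 of 10. Apart from the real split, the others called at most 0, 1 and 2 genes, which argues against chance for the numbers of genes. With 10 splits per stage the share cannot fall below 1 of 10, so chance cannot be excluded by this count. For the lists, the other splits reached 9, 14 and 13, and chance stays open for their number.

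Fungal reads counted on Arabidopsis genes could raise genes in infected libraries. For the 4212 genes called up at 6 DAS, the rise at 3 DAS divided by that at 6 DAS had a median of 0.0403 (upper quartile 0.192), where fungal reads would need 0.396, and 41.4% showed no rise at 3 DAS. For those called up at 10 DAS the median was 0.0161 (upper quartile 0.250), where 1.69 would be needed, and 46.5% showed no rise. These needed ratios take the fungal profile as the same at both stages, which it was not. Taken for each fungal gene by itself, the ratio was below the median of the Arabidopsis genes for 2.11% of 10207 fungal genes at 6 DAS and 0.603% of 9613 at 10 DAS. This argues against fungal reads for most of these genes, unless such reads come from those few fungal genes.

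The 5 genes behind the hormone mutants had a median log2 fold change of -0.07 at 3 DAS (0 up and 1 down, camera adjusted p = 0.441), 0.11 at 6 DAS (2 up and 0 down, camera adjusted p = 0.176) and -0.10 at 10 DAS (1 up and 1 down, camera adjusted p = 0.951). The 3 DAS median was 0.02 without healthy 3 DAS replicate 2. Among them EIN2 was lower at 3 DAS, at -0.49 (standard error 0.131, edgeR adjusted p = 0.0262). EIN2 was not called, with the edgeR adjusted p in brackets, without infected 3 DAS replicate 2 (0.119), healthy 3 DAS replicate 1 (0.101) and infected 3 DAS replicate 1 (0.0788).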
